# Acute irradiation induces a senescence-like chromatin structure in mammalian oocytes

**DOI:** 10.1038/s42003-023-05641-0

**Published:** 2023-12-12

**Authors:** Claudia Baumann, Xiangyu Zhang, Muthugapatti K. Kandasamy, Xiaohan Mei, Shiyou Chen, Kayvan F. Tehrani, Luke J. Mortensen, Wendy Watford, Ashley Lall, Rabindranath De La Fuente

**Keywords:** Senescence, Centromeres

## Abstract

The mechanisms leading to changes in mesoscale chromatin organization during cellular aging are unknown. Here, we used transcriptional activator-like effectors, RNA-seq and superresolution analysis to determine the effects of genotoxic stress on oocyte chromatin structure. Major satellites are organized into tightly packed globular structures that coalesce into chromocenters and dynamically associate with the nucleolus. Acute irradiation significantly enhanced chromocenter mobility in transcriptionally inactive oocytes. In transcriptionally active oocytes, irradiation induced a striking unfolding of satellite chromatin fibers and enhanced the expression of transcripts required for protection from oxidative stress (*Fermt1, Smg1*), recovery from DNA damage (*Tlk2, Rad54l*) and regulation of heterochromatin assembly (*Zfp296, Ski-oncogene*). Non-irradiated, senescent oocytes exhibit not only high chromocenter mobility and satellite distension but also a high frequency of extra chromosomal satellite DNA. Notably, analysis of biological aging using an oocyte-specific RNA clock revealed cellular communication, posttranslational protein modifications, chromatin and histone dynamics as the top cellular processes that are dysregulated in both senescent and irradiated oocytes. Our results indicate that unfolding of heterochromatin fibers following acute genotoxic stress or cellular aging induced the formation of distended satellites and that abnormal chromatin structure together with increased chromocenter mobility leads to chromosome instability in senescent oocytes.

## Abstract (web summary)

Super-resolution imaging and RNA clock analyses show that exposure of mouse oocytes to ionizing radiation compromises chromatin organization and dramatically accelerates biological aging.

## Introduction

In mammalian cells, pericentric heterochromatin is essential for higher-order chromosome organization, nuclear architecture, and maintenance of genome integrity^1,2^. Heterochromatin domains exhibit profound conformational changes during cellular senescence with dire consequences for genome integrity, but little is known about the underlying mechanisms^2,3^. Senescent cells undergo dramatic changes in genome organization, potentially altering chromatin conformation and chromosome packaging at different scales^4,5^. For example, chromatin conformation (Hi-C) assays revealed that both senescent human fibroblasts and Hutchinson-Gilford progeria cells exhibit a relaxation of chromatin topographical organization with a reduction of local interactions between topologically associated domains (TADs) in the human genome^5^^,^^6,7^.

Senescence-associated distension of satellite DNA (SADs) is an early senescence marker consistently detected in human and mouse models of cellular aging, suggesting that heterochromatin reorganization may be an integral component of the senescence process^3,4^. Elegant studies suggest that SADs formation represents a large-scale unfolding of chromatin, above the level of the nucleosome^4^. However, the mechanisms involved in regulating such striking changes in mesoscale chromatin structure are not clear at present. In contrast with our current understanding of nucleosome organization in the human and mouse genomes^6–8^, little is known about the mechanisms that regulate mesoscale chromatin organization from the canonical 10 nm fiber into a highly compact metaphase chromosome. Importantly, the regulation of some of the most critical levels of large-scale chromatin organization, as well as the response of centromeric heterochromatin domains to developmental or environmental transitions remains poorly understood.

Direct visualization of 3D-genome organization in space and time and with a level of resolution beyond the optical diffraction limit is essential to understand the biological principles of chromatin organization, chromatin fiber folding, and chromosome compaction in the mammalian genome. Functional differentiation of chromatin structure in pre-ovulatory oocytes provides a prominent example of large-scale chromatin remodeling with direct implications for chromosome stability and developmental potential^9,10^. In fully-grown oocytes at the germinal vesicle (GV) stage, chromatin is initially found in a highly decondensed state to sustain high levels of nascent transcription, a configuration called non-surrounded nucleolus (NSN)^11,12^. However, in preparation for meiotic resumption, oocytes undergo a striking change in nuclear organization with formation of a perinucleolar chromatin rim or karyosphere, a configuration known as surrounded nucleolus (SN)^10,11^. Chromatin remodeling into the SN configuration is also associated with a concomitant global repression of nascent transcription^9,12^. Importantly, these critical developmental transitions in chromatin organization are highly conserved between human and mouse ova^13^. The large size of the mammalian oocyte nucleus and the potential to analyze chromatin in the presence or absence of transcription provides a natural in vivo model to dissect the molecular pathways of chromatin remodeling at critical developmental milestones.

Here, we use transcriptional activator-like effectors (TALEs) against major satellite sequences^14^ for live-cell chromocenter tracking, superresolution structured illumination^15^, and RNA sequencing to determine the effects of genotoxic stress induced by acute γ-irradiation or reproductive senescence on large-scale chromatin organization. Our results indicate that in transcriptionally inactive (SN) oocytes, chromocenters are extremely mobile and dynamically interact with the nucleolus. Both acute irradiation and cellular aging significantly increased chromocenter mobility in SN oocytes but resulted in a striking distention of satellite DNA in transcriptionally active (NSN) oocytes. Notably, senescent oocytes exhibit not only severe distension of satellite DNA but also a high frequency of extra chromosomal DNA fragments. Our results indicate that both increased chromocenter mobility and abnormal chromatin structure contribute to the mechanisms of chromosome instability in senescent oocytes.

## Results

### Live-cell imaging of major satellite DNA and chromocenter formation in the oocyte genome

Pericentric heterochromatin formation is essential for maintenance of chromosome stability during female meiosis^16,17^. In the mouse genome, pericentric heterochromatin (PCH) domains are formed by 6 megabases of repetitive major satellite DNA adjacent to the centromere of each chromosome^18^. However, little is known about the role of PCH in the regulation of large-scale chromatin organization and nuclear architecture. Microinjection of a TALE-effector^14^ into live, GV stage oocytes revealed that major satellite sequences (green) aggregate into large globular domains or chromocenters in oocytes that exhibit the NSN configuration (Fig. 1a). Simultaneous examination of histone H2B (red) revealed that in addition to its widespread nucleoplasmic localization, histone H2B exhibits enhanced fluorescence at chromocenters where it is co-localized with the major satellites (Fig. 1a; arrows), consistent with the formation of a highly compact heterochromatin domain. Live-cell imaging during germinal vesicle break down (GVBD) indicates that the presence of large chromocenters is due to the coalescence of PCH domains from homologous chromosome bivalents (Fig. 1b and Supplementary Figure 1a). Paired homologous chromosome bivalents can be detected 2.5 h after GVBD where the major satellite sequences (green) of each bivalent are found in close apposition (Supplementary Figure 1a). In contrast, the PCH domains from each bivalent exhibit a polar orientation at the MI stage (Fig. 1b). In oocytes that exhibit the NSN configuration, large chromocenters are distributed throughout the nucleoplasm including the nuclear periphery (Fig. 1c; arrowhead). However, live cell imaging revealed continuous oscillatory movements in which some adjacent chromocenters can establish physical interactions (Supplementary Movie 1). In SN oocytes, most chromocenters become associated with the nucleolus (Fig. 1c). Notably, these interactions are highly dynamic as chromocenters may fuse with each other and subsequently split before establishing a nucleolar association followed by a transient detachment from the nucleolar surface (Supplementary Movie 2). These results indicate that SN oocytes exhibit high chromocenter mobility and suggest that chromocenter formation may be the result of dynamic interactions between major satellites from several homologous chromosome bivalents.

**Fig. 1:**
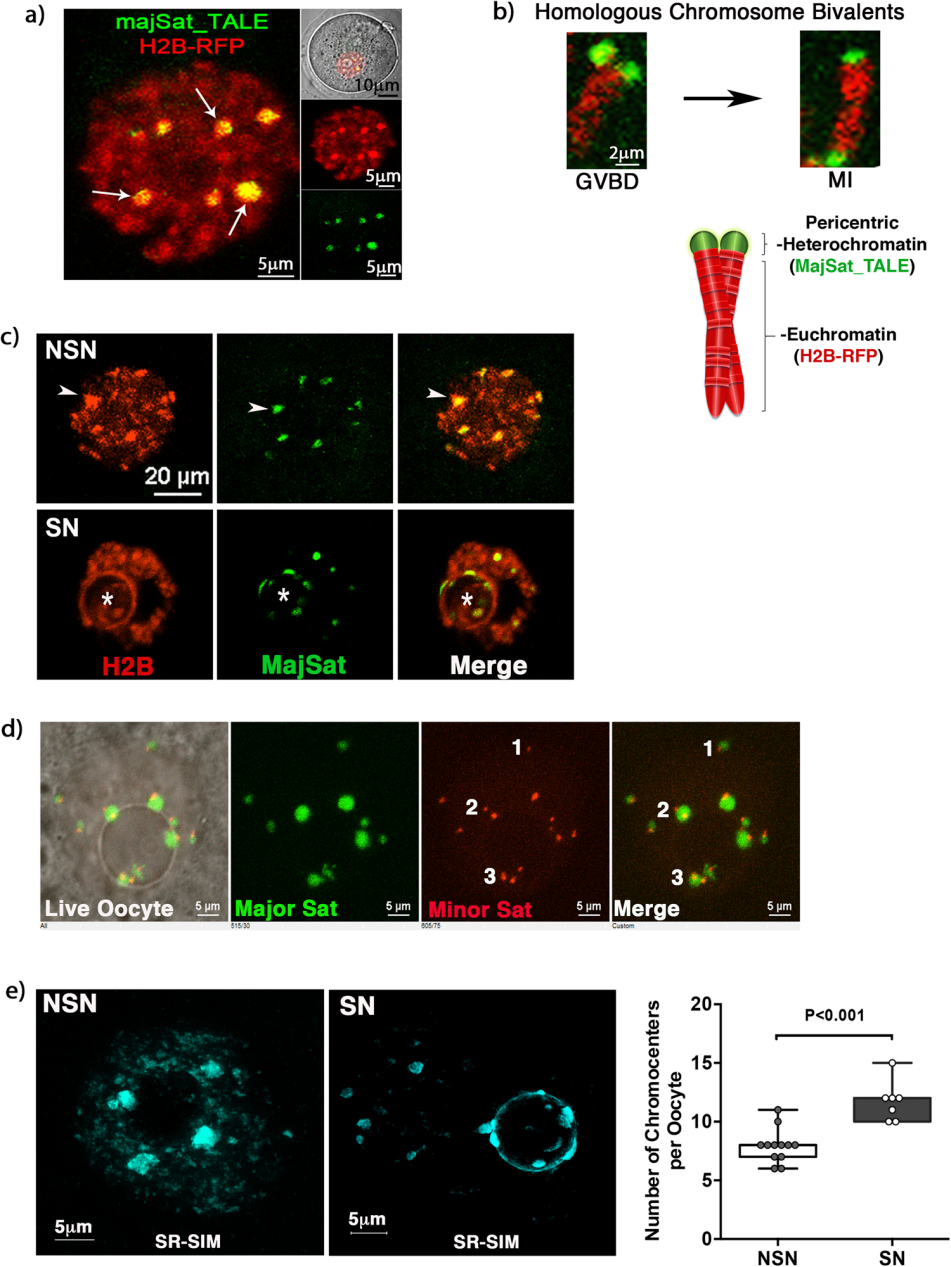
Live-cell imaging of major satellite DNA using fluorescent TALEs. **a** Germinal vesicle stage oocyte microinjected with a transcriptional activator-like effector (majSat_TALE). Major satellite sequences (arrows, green) cluster into large chromocenters. Histone H2B-RFP (red). **b** MajSat_TALE reveals the physical proximity of pericentric heterochromatin domains from a homologous chromosome bivalent after germinal vesicle breakdown (GVBD) and their polar orientation at the metaphase-I (MI) stage. **c** Distinct chromocenter distribution in NSN and SN oocytes. Live cell imaging and confocal microscopy indicate that NSN oocytes exhibit chromocenters (green) distributed throughout the nucleoplasm (red) including the nuclear periphery (arrowheads). In SN oocytes, most chromocenters become associated with the nucleolus (asterisk). **d** Microinjection of majSat_TALE to detect pericentric heterochromatin domains (green) and MinSat_TALE to detect minor satellite sequences at the centromere (red) revealed that small chromocenters are formed by a single homologous chromosome bivalent with fused centromeres whereas large chromocenters are formed by the interaction and coalescence of pericentric heterochromatin domains from 2 or 3 homologous chromosome bivalents. **e** Superresolution structured illumination (SR-SIM) confirmed the presence of large chromocenters in NSN oocytes and revealed a significant (*p* = 0.0002) increase in the number of chromocenters in SN oocytes compared to NSN oocytes in (*n* = 7) and (*n* = 12) biologically independent samples, respectively. Box and whiskers plot with minimum, maximum and 25th and 75th percentiles. Mann–Whitney Test with a Cohen’s *d* effect size of 2.23 and actual confidence intervals of the median of 96.14% (NSN) and 98.44% (SN). Shown are maximum intensity projections of the entire oocyte nucleus stained with DAPI and pseudo colored in cyan for contrast.

To determine the number of homologous chromosome bivalents that form each chromocenter in NSN oocytes, we microinjected TALE-effectors for both major (green) and minor (red) satellite sequences, which label PCH domains and centromeres, respectively (Fig. 1d). Detection of minor satellites with confocal microscopy revealed the localization of centromeres that appeared fused as indicated by a single red signal adjacent to major satellite DNA (green) on an individual homologous chromosome bivalent (Fig. 1 d1; Merge). Super resolution structural illumination (SR-SIM)^15^ and 3D spatial analysis confirmed the presence of fused centromeres on each homologous chromosome bivalent and revealed chromocenters with one or two minor satellite signals (Supplementary Figure 1b). This indicates that the large chromocenters in NSN oocytes are formed by the association of major satellites from more than one homologous chromosome bivalent, as determined by the number of fused minor satellite signals (Fig. 1 d2; Merge; Supplementary Figure 1b, d and Supplementary Movie 3), while smaller chromocenters are formed by a single homologous chromosome bivalent with fused centromeres as reflected by a single minor satellite signal (Supplementary Figure 1b, c and Supplementary Movie 4). These results indicate that major satellites from different homologous chromosome bivalents coalesce to form the large chromocenters present in NSN oocytes. Consistent with these results, SR-SIM revealed an average of 7.9 ± 1.4 chromocenters in oocytes with the NSN configuration confirming that major satellites from 2–3 homologous chromosome pairs may coalesce to form a large chromocenter (Fig. 1e and Supplementary Figure 1). Importantly, in SN oocytes the average number of chromocenters increased to 11.7 ± 1.7 (*p* < 0.001) indicating that at this stage, most chromocenters are formed by interactions between two homologous chromosome bivalents but also occasionally by a single homologous chromosome bivalent (Fig. 1e). These results indicate that chromocenter organization is highly dynamic during the transition into the SN configuration in preparation for meiotic resumption.

Next, to gain insight into the basic principles of large-scale satellite chromatin fiber folding and its organization into chromocenters, we conducted a serial analysis of superresolved images on the Z plane^15^. SR-SIM resolves the mesoscale organization of major satellite DNA beyond the optical diffraction limit and reveals a network of tightly packed chromatin fibers (green) that also exhibit bright H2B signal (red) (Fig. 2a; Inset). In oocytes with the SN configuration, most chromocenters are attached to the nucleolus and are highly condensed (Fig. 2a). Notably, the perinucleolar rim is formed by chromatin fibers labeled exclusively with H2B (Fig. 2a; arrow). This suggests that chromocenters remain as separate PCH domains, even after their anchoring to the nucleolus, and that karyosphere formation is completed by the surrounding of the nucleolus with H2B-labeled chromatin.

**Fig. 2:**
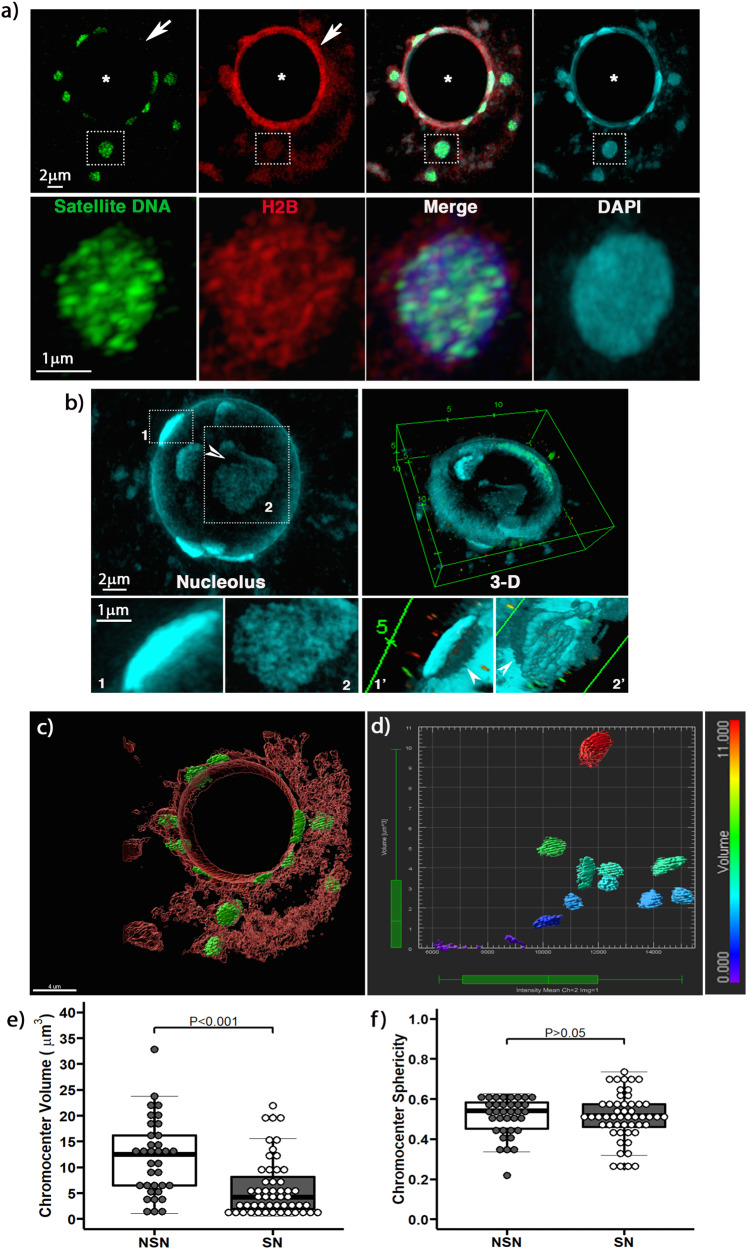
Superresolution analysis of major satellite DNA and chromocenter organization in the oocyte genome. **a** Superresolution structured illumination resolves a network of densely packed major satellite chromatin fibers (green) within compact chromocenters (inset). Histone H2B (red). DAPI is shown in Cyan. Scale bar = 2 μm. **b** Reconstruction of the oocyte nucleolus using 3D-SIM. Chromocenters show differences in size and topographical organization (insets 1–2). 3D-renderings reveal chromocenter splitting (arrowhead) and chromatin fibers interacting with the nucleolar surface (insets 1’–2’; arrowheads). Scale bar = 2 μm. **c** Quantification of chromocenter volume using a 3-D rendering of superresolved Z stack images of the entire nucleus of an SN oocyte. Major satellite DNA (green), histone H2B (red). (*) Demarcates the nucleolus. Scale bar = 4 μm. **d** Quantitative volumetric analysis was conducted using the 3-D surface renderings of each chromocenter. Differences in volume (μm^3^) are indicated according to the color-coded volumetric scale bar. **e** Analysis of the average chromocenter volume in NSN oocytes (*n* = 12) and SN oocytes (*n* = 7) of biologically independent samples (*P* = 0.000203). **f** Similar chromocenter sphericity indicates that chromocenters form globular structures in both NSN and SN oocytes (*P* = 0.9297). Box plots indicate the median, minimum and maximum values as well as the 25th and 75th percentiles. T-Test with a Cohen’s *d* effect size of 0.91 (E) and −0.22 (F) and actual 95% confidence intervals of 2.88 and 8.78 (E) and −0.05 and 0.04 (F), respectively.

3D-reconstruction with SR-SIM revealed differences in chromocenter topographical organization at the nucleolar surface (Fig. 2b; Inset 1 and 2) and resolved a tightly packed network of major satellite DNA fibers within chromocenters (Fig. 2b; Inset 2). In addition, some chromocenters might split while still attached to the nucleolus (Fig. 2b; Inset 2; arrowhead). These results provide additional evidence that chromocenters remain as individual, distinct PCH domains that actively interact with the nucleolus. Three-dimensional renderings also revealed striking protrusions of a network of chromatin fibers (Inset 1’ and 2’; arrowheads) interacting with the nucleolar surface (Fig. 2b and Supplementary Movie 5). Quantitative, computational image analysis of individual chromocenters using 3D-renderings and surface segmentation with IMARIS (Fig. 2c) indicates that in SN oocytes, chromocenters range in size from 2–10 cubic microns (Fig. 2d). Importantly, comparison of the average chromocenter volume between NSN oocytes (11.8 ± 7.2 μm^3^) and SN (6.04 ± 5.6 μm^3^) oocytes revealed a significant reduction (*P* < 0.001) in chromocenter volume in SN oocytes (Fig. 2e). No significant differences were detected in chromocenter sphericity (Fig. 2f), suggesting that chromocenters form globular structures in NSN as well as SN oocytes. Both, the increased chromocenter number and a significantly reduced volume are consistent with the formation of chromocenters from one or two homologous chromosome bivalents in SN oocytes. Together with the chromocenter fusions and splitting events observed in live oocytes, these results suggest extensive rearrangements of interactions between major satellites of different homologous chromosome bivalents in preparation for meiotic resumption.

### Acute irradiation and oocyte aging induce enhanced chromocenter mobility

To determine the effect of acute or persistent genotoxic stress on chromocenter mobility, we exposed young (1-month old) SN oocytes to a 5 Gy dose of acute γ-irradiation and compared chromatin dynamics with non-irradiated, senescent (>10-month-old) oocytes. Live-cell imaging revealed that chromocenters in control young, non-irradiated SN oocytes exhibit a path length of 55–71 microns in a 5 h period (Fig. 3a and Supplementary Movie 6). In contrast, acute irradiation induced a significant increase in chromocenter mobility that changed the pattern of oscillatory movements at the nucleolus into a linear displacement following detachment of chromocenters from the nucleolar surface, resulting in a total path length of 90–101 microns (Fig. 3b and Supplementary Movie 7). The average speed (0.003 μm/s) after tracking 60 chromocenters in control oocytes (*n* = 11) increased significantly (*p* < 0.0001) to 0.005 μm/s in 71 chromocenters tracked in irradiated oocytes (*n* = 10), resulting in a mean total path length of 56.5 microns in controls and 89.9 microns in irradiated oocytes (Fig. 3d). Notably, analysis of (*n* = 55) chromocenters in non-irradiated senescent oocytes (*n* = 11) revealed high chromocenter mobility resulting in a total path length of 76–115 microns. The average chromocenter speed (0.005 μm/s) in aged oocytes showed no significant differences with that observed in irradiated, young oocytes (Fig. 3c, d), resulting in an average total path length of 90.9 microns in senescent oocytes. These results indicate that non-irradiated senescent oocytes exhibit inherently high chromocenter mobility.

**Fig. 3:**
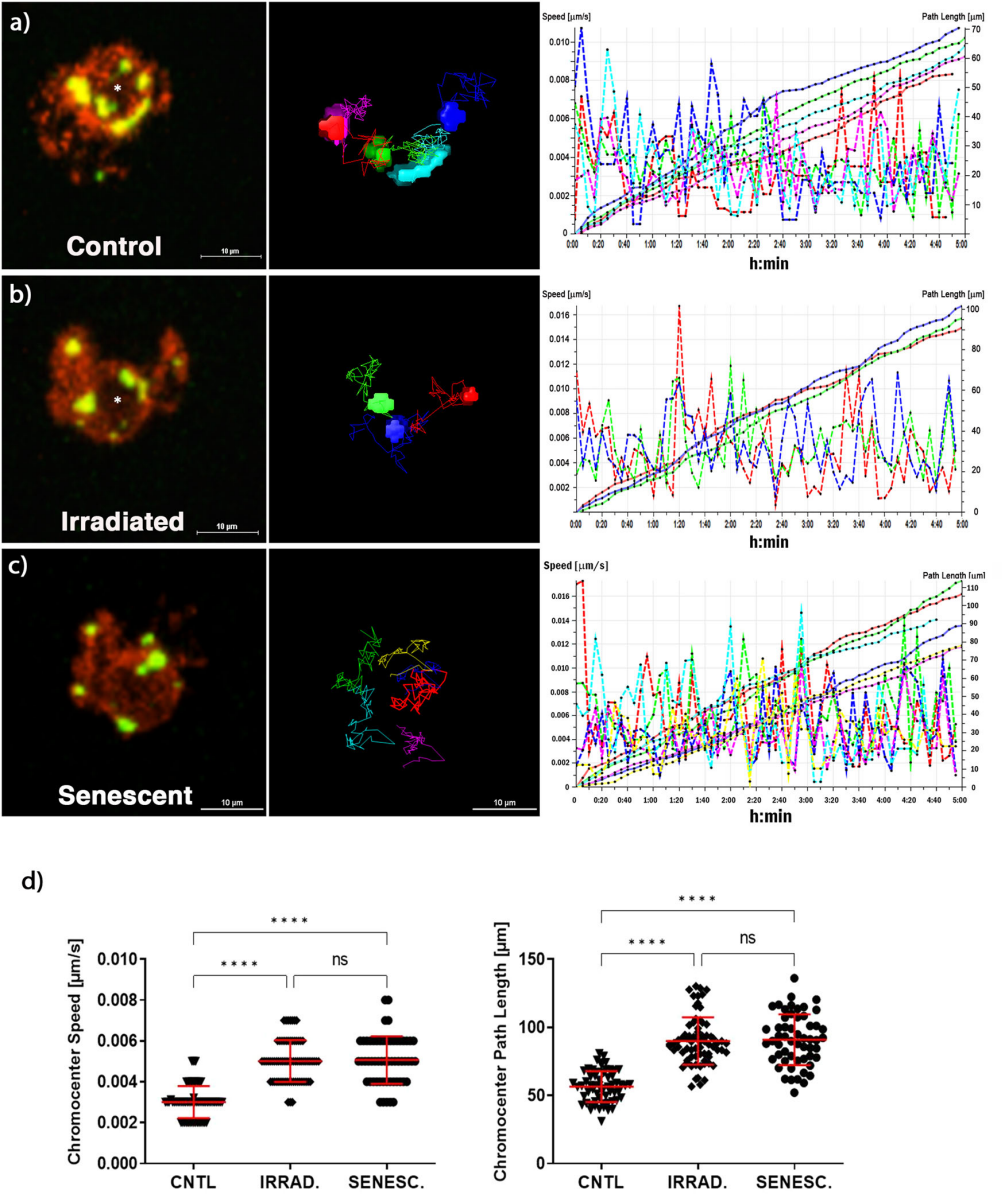
γ-Irradiation increases chromocenter mobility in the oocyte genome. **a** Live-cell analysis of chromocenter dynamics in control SN oocytes using majSat-TALE (green), Histone H2B (red). (*) Demarcates the position of the nucleolus. Speed (μm/s) and path length (μm) were quantified over a period of 5 h. **b** γ-Irradiation increased chromocenter mobility and induced detachment from the nucleolus. **c** Non-irradiated senescent oocytes exhibit inherently high chromocenter mobility. **d** Average mobility patterns observed in chromocenters from young control oocytes (*n* = 11), young, irradiated oocytes (*n* = 10) and non-irradiated, senescent oocytes (*n* = 11). Data presented as the mean ± S.D. of three independent experimental replicates. One-way ANOVA with Tukey’s multiple comparisons test with ****P < 0.0001 and *P* = 0.9997 for ns (not significant) for chromocenter speed and ****P < 0.0001 and *P* = 0.9421 for ns (not significant) for chromocenter path length. 95% confidence intervals were −0.002415 to −0.001602 (CNTL versus IRRAD.), −0.002445 to −0.001580 (CNTL vs. SENESC.), and −0.0004204 to 0.0004122 (IRRAD. versus SENESC.) for chromocenter speed. For chromocenter path length, 95% confidence intervals were −40.18 to −26.79 (CNTL versus IRRAD.), −41.57 to −27.31 (CNTL vs. SENESC.), and −7.816 to 5.905 (IRRAD. versus SENESC.) for chromocenter speed.

The chromatin remodeling protein ATRX associates with highly condensed, DAPI-bright chromocenters in GV stage oocytes (Supplementary Figures 2a–d) and is required for centromere stability in mouse oocytes^16,19^. SR-SIM analysis revealed that γ-irradiation results in a striking chromocenter decondensation after 24 h in oocytes that exhibit the NSN configuration, Notably, ATRX remained bound to decondensed chromocenter chromatin fibers in irradiated oocytes (Supplementary Figure 2e and Supplementary Figures 3a–c).

### γ-Irradiation induces distension of satellite DNA and abnormal chromatin structure in transcriptionally active (NSN) oocytes

Next, we quantified the extent of chromocenter decondensation and potential changes in chromatin fiber folding induced by γ-irradiation. We used SR-SIM to analyze single 91 nanometer scans (on the Z axis) of the nucleus of NSN oocytes prior to and 24 h after irradiation. In control non-irradiated oocytes, euchromatin is organized into a lose network of DNA fibers that is widely distributed and occupies the entire volume of the germinal vesicle (Fig. 4a). Maximum intensity projections of SR-SIM scans resolve tracks and twists of fibers (Fig. 4a; arrow) resembling the large-scale mid prophase chromatid folds previously described in mouse fibroblasts^20^. In contrast, heterochromatin is organized into a tightly packed network of major satellite DNA fibers forming several DAPI-bright, compact chromocenters (Fig. 4a; Inset and Supplementary Figure 2). Notably, chromocenters exhibit a striking distension 24 h following irradiation, characterized by unfolding of heterochromatin fibers and a subsequent increase in fiber–fiber distance (Fig. 4a: Insets, Line Scan and Supplementary Figure 3).

**Fig. 4:**
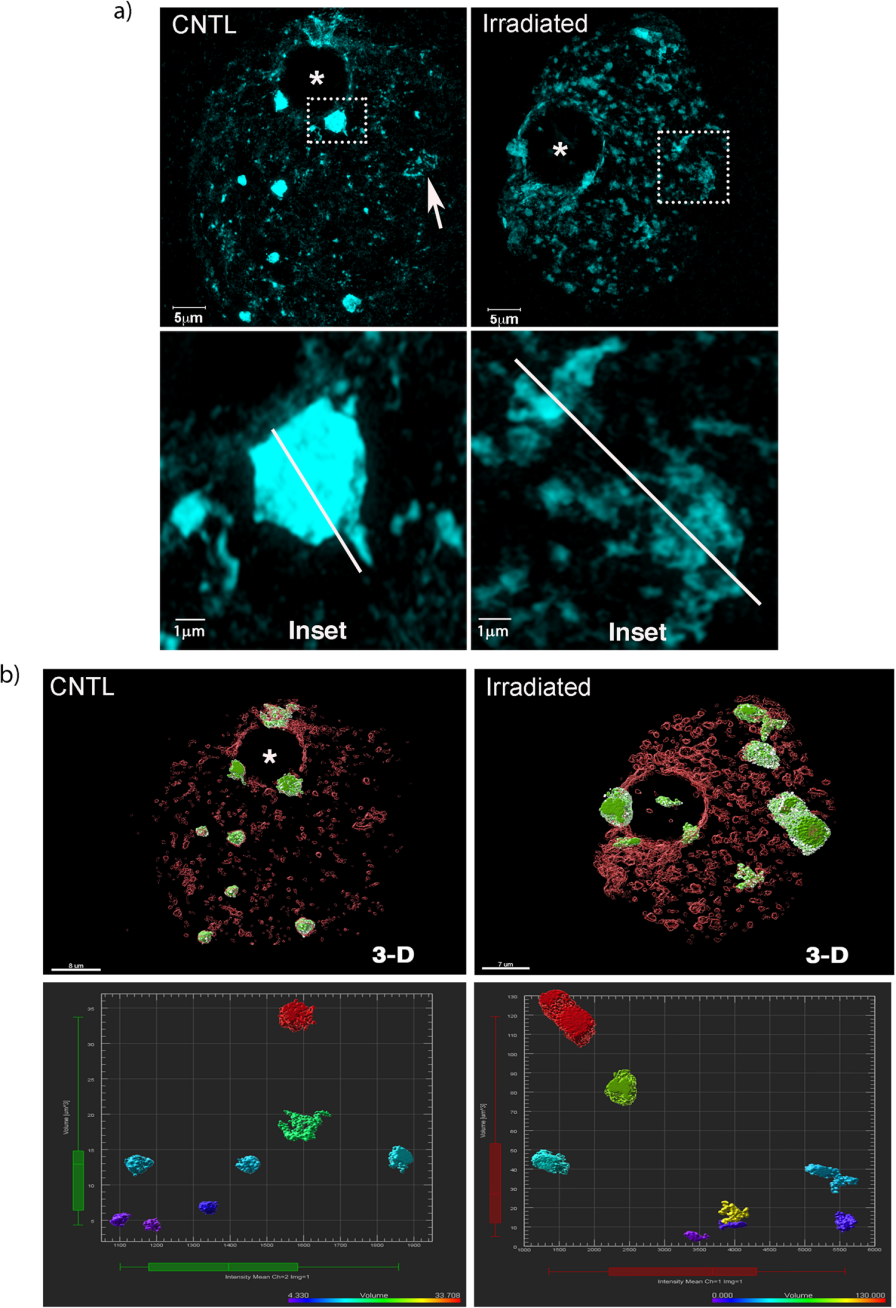
Distention of major satellite DNA sequences and abnormal chromatin fiber folding in response to γ-irradiation. **a** Structured illumination of control and irradiated oocytes 24 h following γ-irradiation. DNA is stained with DAPI (Cyan). Non-irradiated oocytes exhibit highly condensed chromocenters with DAPI-bright staining (Inset). Scale bar = 5 μm. In contrast, irradiated oocytes exhibit a striking decondensation of chromocenters (Inset). Scale bar= 5 μm. Note the separation of chromatin fibers in a cross-section of the chromocenter (Inset; Line scan). **b** 3D-reconstruction of SR-SIM images to quantify chromocenter volume (μm^3^) and fluorescence intensity in control and irradiated oocytes. Major satellite DNA sequences (green); histone H2B (red). (*) Demarcates the nucleolus.

Quantitative analysis of chromocenter volume using 3D-SIM and surface segmentation with IMARIS based on DAPI intensity and TALE major satellite labeling (green) revealed that the volume of chromocenters in control NSN oocytes ranges between 3 to 35 μm^3^ (Fig. 4b and Supplementary Movie 8). However, γ-irradiation induced a significant increase in chromocenter volume with some chromocenters reaching between 50–130 μm^3^ (Fig. 4b and Supplementary Movie 9). Moreover, we observed a significant increase in the average chromocenter volume and a reduction in chromocenter sphericity 24 h following irradiation, consistent with distension of heterochromatin fibers and loss of chromocenter compaction (Supplementary Figure 4a). These results indicate that the striking changes in mesoscale chromatin organization induced by γ-irradiation are due to abnormal packing of large-scale heterochromatin fibers, disruption of major satellite chromatin fiber folding and a subsequent increase in fiber–fiber distance within disrupted chromocenters. Importantly, our results also indicate that genotoxic stress is a contributing factor inducing distension of major satellites in NSN oocytes.

To gain molecular insight into the mechanisms of chromocenter decondensation we conducted a transcriptome analysis of young oocytes 24 h following γ-irradiation (Fig. 5a–c and Supplementary Figure 5). 

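Germinal vesicle stage oocytes from day 16 of post-natal development were sequenced in 4 libraries, 2 from control non-irradiated oocytes and 2 from oocytes exposed to 5 Gy of γ-irradiation and collected 24 h later. The paper gives 59 oocytes for each condition. The authors aligned the reads to the mouse genome GRCm38 with Bowtie2 and deposited, for each RefSeq transcript and library, an estimated read count and a TPM value, which is scaled to the same total in each library after a correction for transcript length. The values used here are the estimated counts, which sum to between 33349466 and 37232818 per library. The table lists 45505 transcripts of 17374 genes. Of these transcripts, 22834 have RefSeq's NM_ prefix for known transcripts and 22671 the XM_ prefix for transcripts predicted by computation. The counts are not whole numbers, which is how a program writes reads that it has shared out among several matching transcripts, and the paper's text does not name the program used. A single transcript is listed for 7949 genes, and the reads of the other 9425 genes are divided among several transcripts. The counts were rounded, scaled with TMM normalization factors and compared between conditions at the level of transcripts and of gene totals, which are the sums over the transcripts of a gene. The limits were those of the paper's methods, an adjusted p below 0.05 and a log2 fold change above 2 in size. The spread between replicate libraries, expressed as edgeR's common dispersion, was 0.473 for transcripts and 0.0251 for gene totals, so that the counts of a transcript varied far more from library to library than the total of its gene.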

Denuded oocytes were collected on day 16 of post-natal development, a stage at which >90% exhibit the NSN configuration and are transcriptionally active^10^. Analysis of differentially expressed transcripts revealed significantly (*P* < 0.05) enhanced expression of 120 transcripts and a significant downregulation of 115 transcripts 24 h after irradiation compared with control non-irradiated oocytes. 

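Of the 26645 transcripts with enough counts to be tested, 0 passed both limits, and the smallest adjusted p was 0.777 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 there were 1306 transcripts. This count depended on the test. The exact test of edgeR moved it most and called 299 transcripts, 172 higher and 127 lower in irradiated oocytes. DESeq2, run with its defaults and no filter on low counts, called 248 transcripts, 132 higher and 116 lower. Limma-voom called 0 transcripts, with 941 at an unadjusted p under 0.05.
The transcripts called by DESeq2 belong to 219 genes, and 62.1% of them are XM_ transcripts, against 49.8% of all listed transcripts. More than 3 counts were present in 2 of the 4 libraries for 217 of these transcripts, in 1 library only for 13, in 3 libraries for 8 and in all 4 libraries for 10. Genes with a single listed transcript held 15.2% of the transcripts to which DESeq2 gave an adjusted p, and 0 of those it called. For the 195 genes whose called transcripts all moved one way, the log2 fold change of the gene total, taken as positive in the direction of the transcript, had a median of 0.0370 with quartiles of -0.11 and 0.21. Without irradiated library 1 this median was 0.0716. The gene total moved the way of the transcript in 117 of these genes and the other way in 78.
Over the gene totals, 1 of 12569 genes passed both limits, and 745 genes had an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The exact test of edgeR called 10 genes, the largest count among the alternatives.

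**Figure D1:**
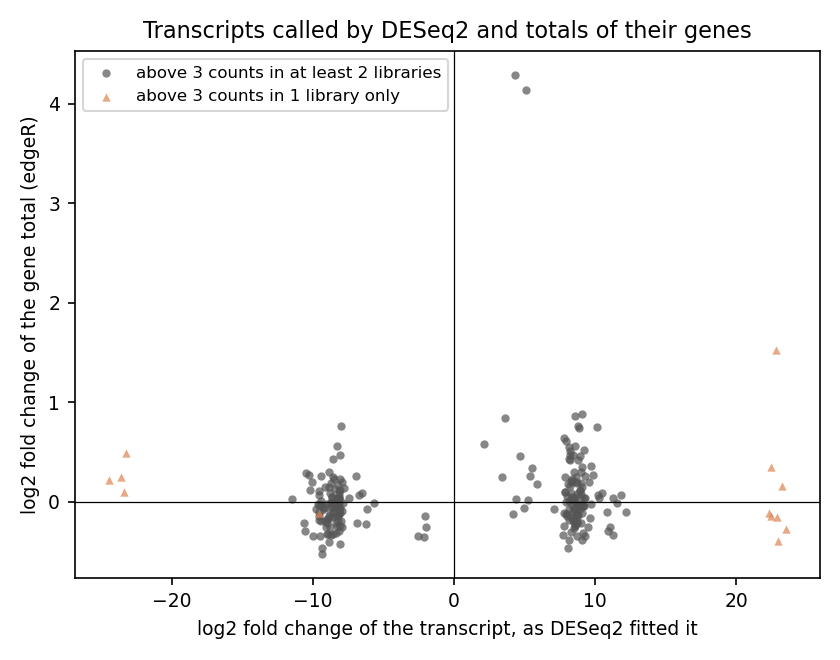
Each point is one of the 248 transcripts called by DESeq2. The horizontal axis gives the log2 fold change of the transcript as DESeq2 fitted it, which has no fixed size for transcripts absent from one condition, and the vertical axis the edgeR log2 fold change of the total of its gene. Triangles mark the transcripts with more than 3 counts in 1 library only. The gene totals lie around 0 for transcripts of both directions.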

Notably, the zinc finger protein (*Zfp296*) exhibited the highest statistical significance and showed a 6.1-fold overexpression in irradiated oocytes. 

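Zfp296 lies on chromosome 7 of GRCm38 from 19577287 to 19580656 and has 2 listed transcripts. The predicted transcript XM_030242864.1 had 5 and 6 counts in the control libraries and 387 and 327 in the irradiated libraries. Its normalized count was 5.78 ± 0.976 (SD, n = 2 libraries) in control oocytes and 348 ± 87.6 (SD, n = 2) in irradiated oocytes, a log2 fold change of 5.88 (standard error 0.369) with an adjusted p of 0.777 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 gave the same transcript an adjusted p of 8.56e-13 with Benjamini-Hochberg adjustment, the smallest of all its calls. Across the alternatives without a block the adjusted p ran from 8.93e-14 in the exact test of edgeR to 0.839 in limma-voom. With each library left out in turn, the log2 fold change stayed between 5.60 and 6.12.
The known transcript NM_022409.2 holds most of the reads of the gene, with 2079 and 2217 counts in control and 2202 and 2438 in irradiated libraries, a log2 fold change of -0.0136. The total of Zfp296 was 2273 ± 193 normalized counts (SD, n = 2) in control and 2567 ± 263 (SD, n = 2) in irradiated oocytes. This log2 fold change of 0.18 (standard error 0.149) was not past the limits (adjusted p = 0.740, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.0671 without irradiated library 1 and 0.28 without irradiated library 2. In edgeR's test of isoform usage, which asks whether a transcript changes its share of its gene, Zfp296 was one of 16 genes with an adjusted p under 0.05 among 6323 genes with several tested transcripts (adjusted p = 0.0145). The alternatives for this comparison gave from 0 genes with limma's diffSplice, where 505 had an unadjusted p under 0.05, to 58 genes with an F test.

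**Figure D2:**
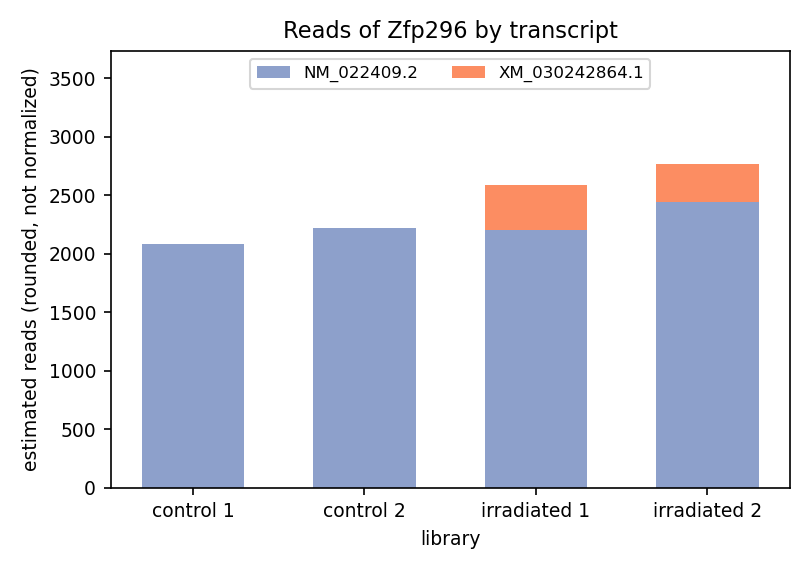
Estimated reads of the 2 Zfp296 transcripts in each library, rounded and not normalized, as stacked bars. XM_030242864.1 is visible in both irradiated libraries, and NM_022409.2 makes up most of each bar.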

Zfp296 is a component of mouse PCH that interacts with heterochromatin proteins, including ATRX and contributes to the regulation of histone modifications at major satellite repeats^21^. In addition, the actin-related protein 3 (*Actr3*) which functions in F-actin polymerization, nuclear lamina assembly and chromatin reorganization^22^ exhibited a significant (*p* < 0.05) 11.8-fold overexpression. 

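Actr3 lies on chromosome 1 of GRCm38 from 125392905 to 125435727 and has 3 listed transcripts. NM_001205386.1 had 0 counts in both control libraries and 689 and 814 counts in the irradiated libraries, which makes it at least 240-fold higher in irradiated oocytes against a floor of 3 counts. Its adjusted p was 8.88e-43 in the exact test of edgeR and 3.63e-11 in DESeq2, and 0.777 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; limma-voom gave 0.839, the largest among the alternatives without a block. Over the same libraries NM_001205385.1 fell from 1153 and 1080 counts to 480 and 642, a log2 fold change of -1.13, and NM_023735.2 had 103, 64, 51 and 104 counts. The total of Actr3 was 1264 ± 32.8 normalized counts (SD, n = 2 libraries) in control and 1320 ± 32.4 (SD, n = 2) in irradiated oocytes, a log2 fold change of 0.0628 (standard error 0.127, adjusted p = 0.875, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The test of isoform usage gave Actr3 an adjusted p of 0.000194.

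**Figure D3:**
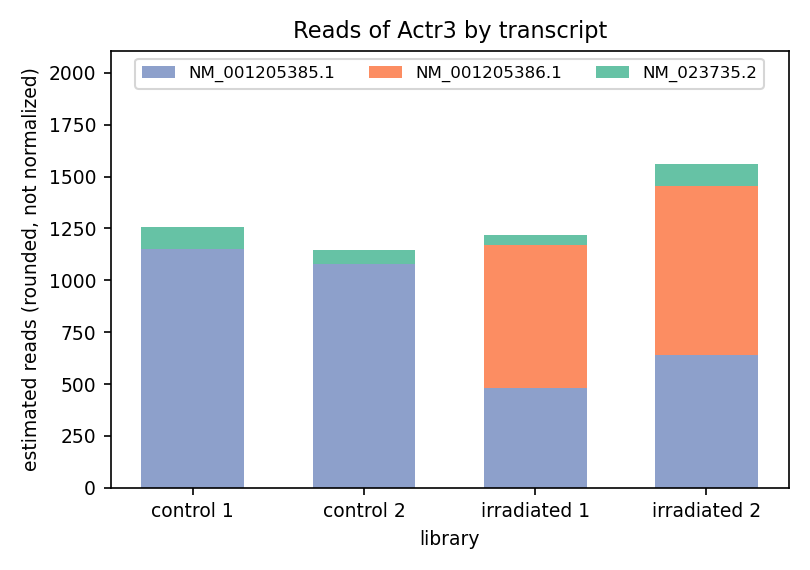
Estimated reads of the 3 Actr3 transcripts in each library, rounded and not normalized, as stacked bars. NM_001205386.1 appears in the irradiated libraries alone, where the bar of NM_001205385.1 is shorter than in the control libraries.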

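For Kbtbd8, Ski and Slc7a2, the transcript called by DESeq2 had reads in a single library. NM_001102670.2 of Kbtbd8 (chromosome 6, 95117880 to 95129793) had 811 counts in irradiated library 2 and 0 in the other 3 libraries. NM_001357191.1 of Ski (chromosome 4, 155154075 to 155222535) had 834 counts in irradiated library 2 and 0 in the others, and XM_006509250.4 of Slc7a2 (chromosome 8, 40862341 to 40922070) had 334 counts in irradiated library 1 and 0 in the others. The means of the irradiated libraries were at least 118-fold, 121-fold and 58.9-fold higher than a floor of 3 counts. Each mean rests on a single library, so that the SD of the irradiated libraries exceeded their mean by construction. The adjusted p from DESeq2 with Benjamini-Hochberg adjustment was 0.000358 for Kbtbd8, 0.000414 for Ski and 0.000829 for Slc7a2. The low-count filter of edgeR left these transcripts out, and its quasi-likelihood test without that filter gave each an adjusted p of 0.920 with Benjamini-Hochberg adjustment, the largest among the alternatives.
None of the 3 gene totals passed the limits. Kbtbd8 had 12879 ± 353 normalized counts (SD, n = 2 libraries) in control and 10676 ± 3425 (SD, n = 2) in irradiated oocytes, a log2 fold change of -0.27 (standard error 0.248). Without irradiated library 2 this was 0.0243, and without irradiated library 1 it was -0.64. The total of Ski had a log2 fold change of 0.16 (standard error 0.140) and that of Slc7a2 of -0.11 (standard error 0.138), and scaling by library size alone turned the latter to 0.0522. The value for Ski was 0.0635 without irradiated library 2 and 0.25 without irradiated library 1. Adjusted p values of the 3 totals were 0.746, 0.741 and 0.804 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).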

*Kbtbd8*, a ubiquitin ligase involved in free-radical control and oocyte quality^23^, the *Ski proto-oncogene*, which directly binds to and is required to regulate histone modifications at major satellites^24^ and the solute carrier (*Slc7a2*), that potentially interacts with the Ski proto-oncogene^24^ were all upregulated >20 fold in irradiated oocytes (*p* < 0.05). Moreover, transcripts required for protection from oxidative stress (*Fermt1, Smg1*)^25,26^ and recovery from DNA damage (*Tlk2, Rad54l*)^27,28^ showed a significant (*P* < 0.05) overexpression. In contrast, amongst the most significantly downregulated transcripts, cingulin (*Cgn*) a tight junction protein known to cause activation of cellular senescence pathways following its functional ablation^29^, *Birc6/Bruce*, an inhibitor of apoptosis^30^ that regulates DNA double-strand break response^31^ and is required for genome stability^32^ as well as the N-Ras proto-oncogene, which is required to modulate the DNA damage response^33^ were all downregulated >20 fold. In addition, *Rev1* a translesion synthesis protein that regulates radiation resistance^34^ and Dnmt3l were downregulated >5 fold. 

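Fermt1 (chromosome 2 of GRCm38, 132904177 to 132946036) was the gene whose total passed both limits. Its total was 6.90 ± 2.51 normalized counts (SD, n = 2 libraries) in control oocytes, from 5 and 8 counts, and 137 ± 12.9 (SD, n = 2) in irradiated oocytes, from 137 and 148 counts. The log2 fold change was 4.29 (standard error 0.322, adjusted p = 0.0429, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 3.96 and 4.70 with each library left out in turn. Across 9 alternatives without a block the adjusted p ran from 8.17e-25 in the exact test to 0.641 on TPM values without a filter, and 6 of them gave a value under 0.05. Nearly all of these reads belong to NM_198029.2, with 5, 8, 136 and 148 counts, a log2 fold change of 4.30 (standard error 0.469). This transcript was not called, with an adjusted p of 0.777 in the same test, and from 3.26e-05 in DESeq2 with the filter to 0.920 in edgeR without it across the alternatives without a block. Fermt2, a gene of the same family with which reads could be shared in the authors' counting, had 6184, 5744, 5462 and 5848 counts, a log2 fold change of -0.21, and Fermt3 had 0, 0, 12 and 24 counts, at least 5.57-fold higher in irradiated oocytes.
Smg1, Tlk2 and Rad54l differed between transcript and total. The paper also measured Tlk2 and Rad54l by real-time PCR in separate pools of oocytes, which was not analysed here. XM_030242506.1 of Smg1 (chromosome 7, 118131308 to 118244437) had 318 counts in irradiated library 1 and 0 elsewhere. XM_030246002.1 of Tlk2 (chromosome 11, 105167895 to 105283959) had 44 and 104 counts in the irradiated libraries and 0 in the controls, at least 22.9-fold higher, and NM_001122959.1 of Rad54l (chromosome 4, 116094261 to 116123700) had 142 and 105 counts against 0, at least 40.3-fold higher. DESeq2 called all 3, with adjusted p values of 3.54e-09, 0.00460 and 9.77e-05 (Benjamini-Hochberg). The quasi-likelihood test without the low-count filter gave each an adjusted p of 0.920, the largest among the alternatives without a block, and the smallest for Tlk2 and Rad54l were 0.00395 and 1.25e-05 in the exact test of edgeR. The totals had log2 fold changes of -0.15 (standard error 0.149) for Smg1, -0.20 (standard error 0.138) for Tlk2 and 0.0321 (standard error 0.152) for Rad54l, none past the limits (adjusted p of 0.766, 0.714 and 0.947, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On TPM values without a filter, the totals of Smg1 and Tlk2 turned to log2 fold changes of 0.0369 and 0.0417, and without irradiated library 1 that of Rad54l turned to -0.0555.

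**Figure D4:**
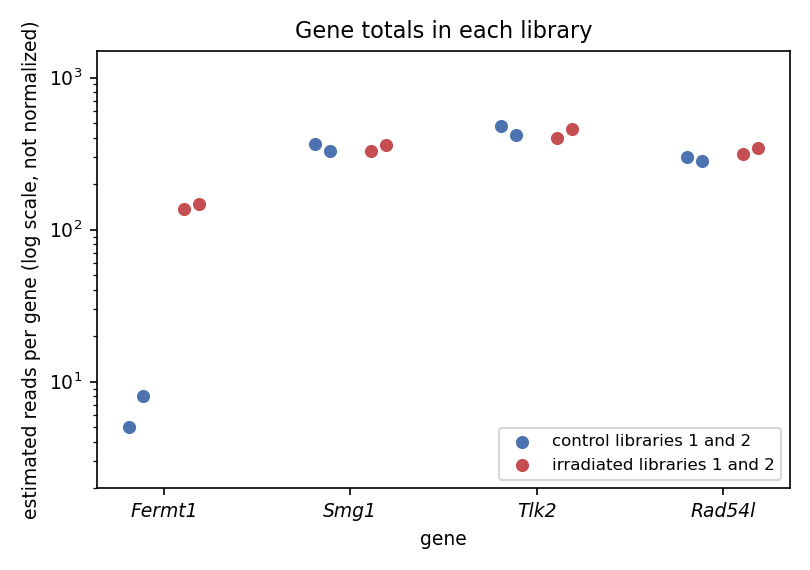
Estimated reads of each gene, summed over its transcripts, in the 2 control and 2 irradiated libraries, on a log scale and not normalized. The irradiated libraries lie above the control libraries by more than their spread for Fermt1, while the points of Smg1, Tlk2 and Rad54l lie close together.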

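The transcripts of Cgn, Birc6 and Nras called by DESeq2 had reads in 1 control library each. XM_030252817.1 of Cgn (chromosome 3 of GRCm38, 94760069 to 94787725) had 292 counts in control library 2 and 0 in the other 3 libraries, XM_030249455.1 of Birc6 (chromosome 17, 74528254 to 74703356) had 645 counts in control library 1 and 0 elsewhere, and XM_006501122.2 of Nras (chromosome 3, 103058285 to 103067914) had 674 counts in control library 1 and 0 elsewhere. DESeq2's adjusted p was 1.18e-09, 0.000329 and 0.000165 (Benjamini-Hochberg), and edgeR's quasi-likelihood test without the low-count filter gave the largest among the alternatives, 0.920 for each. For Birc6 and Nras these transcripts were chosen after their values were seen. The rule for naming a transcript picked XM_006523528.4 of Birc6, with 0, 374, 248 and 0 counts, and XM_006501121.4 of Nras, with 102, 86, 86 and 0 counts over control libraries 1 and 2 and irradiated libraries 1 and 2, and neither was called by any of the alternatives.
The totals of all 3 genes were higher in irradiated oocytes. Cgn rose from 1544 ± 86.5 normalized counts (SD, n = 2 libraries) to 2159 ± 395 (SD, n = 2), a log2 fold change of 0.48 (standard error 0.166), which was 0.28 without irradiated library 2. The log2 fold change was 0.25 (standard error 0.158) for Birc6 and 0.22 (standard error 0.148) for Nras, and without control library 2 these were 0.10 and 0.13. None of the 3 passed the limits (adjusted p of 0.708, 0.714 and 0.714, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).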

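XM_006496154.4 of Rev1 (chromosome 1 of GRCm38, 38052786 to 38129921; 8 listed transcripts) had 128 and 68 counts in the control libraries and 0 in both irradiated libraries, at least 33.9-fold lower. NM_019448.4 of Dnmt3l (chromosome 10, 78042287 to 78063622; 4 listed transcripts) had 36 and 97 counts against 0, at least 23.5-fold lower. The adjusted p of these transcripts was 0.000266 and 0.00516 in DESeq2 with Benjamini-Hochberg adjustment, and 0.920 in the quasi-likelihood test without the low-count filter, the largest among the alternatives without a block. The exact test gave Rev1 the smallest, 0.000150. Their genes kept most of their reads in other transcripts. NM_019570.4 of Rev1 had 277, 246, 285 and 269 counts over control libraries 1 and 2 and irradiated libraries 1 and 2, and NM_001081695.2 of Dnmt3l had 1497, 1260, 1653 and 1563.
The total of Rev1 was 477 ± 37.8 normalized counts (SD, n = 2 libraries) in control and 416 ± 53.2 (SD, n = 2) in irradiated oocytes, a log2 fold change of -0.20 (standard error 0.156), which was -0.0697 without irradiated library 2 and turned to 0.0223 on TPM values without a filter. The total of Dnmt3l was 1720 ± 48.3 (SD, n = 2) and 1777 ± 376 (SD, n = 2), a log2 fold change of 0.0469 (standard error 0.173) that turned to -0.19 without irradiated library 1. Neither total passed the limits (adjusted p = 0.735 and 0.933, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper also measured Rev1 and Dnmt3l by real-time PCR in separate pools of oocytes, which was not analysed here. Gapdh, the reference gene of the real-time PCR assays, had a total of 3781 ± 119 in control and 4189 ± 264 (SD, n = 2) in irradiated oocytes, a log2 fold change of 0.15 (standard error 0.144). Its transcript NM_001289726.1 had 1603, 1428, 1846 and 2292 counts, a log2 fold change of 0.32 (standard error 0.0994), which was not past the limits.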

Gene ontology (GO) analysis of upregulated transcripts indicates roles in cellular processes such as RNA import into nucleus, regulation of mitotic sister chromatid separation, positive regulation of heterochromatin assembly and nuclear matrix organization while GO terms for cellular function revealed a role in histone deacetylase inhibitor activity, box C/D snoRNP complex binding, box H/ACA snoRNP complex binding and nitric oxide synthase activity (Fig. 5d, f). In contrast, GO analysis for downregulated transcripts revealed roles in cellular processes such as G2 DNA damage checkpoint and regulation of histone methylation while cellular functions involved chromatin insulator sequence binding, phosphatidyl inositol kinase activity and phospho threonine residue binding (Fig. 5e, g). 

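The transcripts that DESeq2 called higher in irradiated oocytes belong to 129 genes. The totals of these genes had a median log2 fold change of 0.0311; 71 were higher and 58 lower, and 15 were higher with an unadjusted p under 0.05 in edgeR's quasi-likelihood test. No enrichment was computed from them here. In the paper's supplementary table for biological process, 832 terms are listed for 116 annotated upregulated transcripts, and 658 of the terms hold 1 of these transcripts. The paper's Q value is under 0.05 for 1 of these terms, microtubule-based movement, with 7 transcripts and a Q of 0.00870. RNA import into nucleus, mitotic sister chromatid separation, heterochromatin assembly and nuclear matrix organization each hold 1 of the upregulated transcripts in a term of 2 among 81334 annotated transcripts, with a Q of 0.111 in the paper's table. Of the paper's 264 molecular function terms, 4 have a Q under 0.05. Histone deacetylase inhibitor activity and both snoRNP binding terms hold 1 transcript in a term of 4, and nitric-oxide synthase activity 1 in a term of 6, each with a Q of 0.0985 in the paper's table.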

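The transcripts that DESeq2 called lower belong to 114 genes. With the sign turned so that a fall counts as positive, the totals of these genes had a median log2 fold change of 0.0396. The total was lower in 70 of them and higher in 44, and 6 were lower with an unadjusted p under 0.05 in edgeR's quasi-likelihood test. The paper's supplementary table lists 679 biological process terms for 113 annotated downregulated transcripts, of which 0 have a Q value under 0.05. In that table G2 DNA damage checkpoint holds 2 of the downregulated transcripts in a term of 26, and regulation of histone methylation 2 in a term of 34, both with a Q of 0.156. Of the paper's 240 molecular function terms, 2 have a Q under 0.05. Chromatin insulator sequence binding holds 1 transcript in a term of 9 (Q of 0.186 in the paper's table) and phosphothreonine residue binding 1 in a term of 12 (Q of 0.211).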

Importantly, the overexpression or downregulation of several randomly selected transcripts from the RNA-seq dataset were validated in an independent experiment using real-time PCR (Supplementary Figure 4b). These results indicate that the effects of genotoxic stress induced by γ-irradiation in mammalian oocytes are mediated by signaling pathways associated with the activation of senescence and repair from DNA damage and indicate a link between the DNA damage response and the regulation of PCH structure in the oocyte genome.

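A list of 38 genes of senescence and the senescence-associated secretory phenotype was compared between conditions over gene totals. Enough counts for a test were present for 12 of the 38 genes. Some of the others, such as Il6 and Tnf, are not among the listed transcripts, so their levels are unknown. Of the 12 genes, 7 were higher and 5 lower in irradiated oocytes, with a median log2 fold change of 0.14. The median was 0.0288 in irradiated library 1 and 0.18 in irradiated library 2, and it turned to -0.0309 with a correction for GC content chosen after the data were seen. The list did not stand apart from the other genes (adjusted p = 0.512, camera of limma with Benjamini-Hochberg adjustment over 6 lists), and its adjusted p ran across the alternatives from 0.292 to 0.710, the latter with that correction. In this list 0 genes had an adjusted p under 0.05 over all genes tested, 0 had one adjusted over the list alone, and 0 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 4 genes singled out after their values were seen, Cdkn1a had 21 and 19 counts in control and 16 and 27 in irradiated libraries, Cdkn2a 0, 1, 0 and 0, and Cdkn2b 84, 85, 87 and 120, a log2 fold change of 0.14 (standard error 0.204). Glb1, which encodes the senescence-associated β-galactosidase, had a log2 fold change of 0.14 (standard error 0.141). From its results, which include real-time PCR of selected transcripts in an independent experiment, the paper concludes that the effects of irradiation are mediated by pathways of senescence and DNA repair, and that the DNA damage response is linked to the structure of pericentric heterochromatin.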

**Fig. 5:**
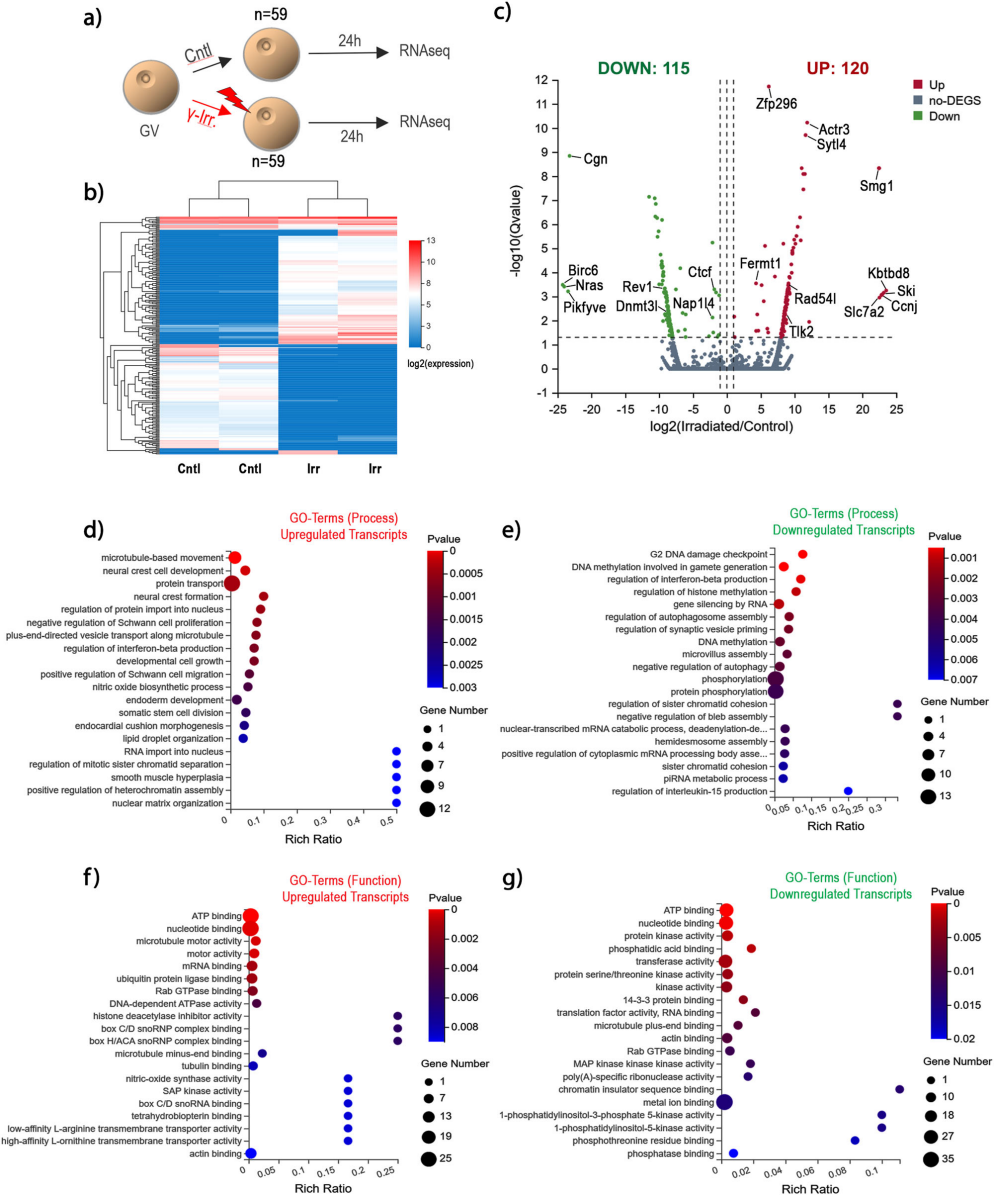
Transcriptome analysis following γ-irradiation of NSN oocytes. **a** Germinal vesicle (GV) stage oocytes on day 16 of post-natal development were exposed to γ-irradiation (5 Gy) in *n* = 2 independent biological experiments. **b** Heatmap generated from transcriptional changes detected in control (*n* = 59) versus γ-irradiated (*n* = 59) oocytes, respectively 24 h post-irradiation in two replicates. Color shading indicates changes in log2 expression values. **c** Volcano plot of Control-vs-Irradiated transcript levels (DEseq2 method) depicting the log2-fold change of differential transcript expression. The Y axis represents log10 significance value. Upregulated transcripts (red); downregulated transcripts (green). **d** Overrepresented GO-Terms (biological process) for upregulated transcripts. Shading indicates level of significance. Size of the bubble represents number of transcripts in category. **e** Overrepresented GO-Terms (biological process) for downregulated transcripts. **f** Overrepresented GO-Terms (molecular function) for upregulated transcripts. **g** Overrepresented GO-Terms (molecular function) for downregulated transcripts.

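Among the transcripts labelled in Fig. 5c are those of Sytl4, Ccnj and Pikfyve. XM_006528551.3 of Sytl4 (chromosome X of GRCm38, 133936385 to 133981821) had 0 and 1 counts in the control libraries and 578 and 701 in the irradiated libraries, at least 204-fold higher, with an adjusted p of 2.66e-08 in DESeq2, 6.05e-36 in the exact test and 0.839 in limma-voom (Benjamini-Hochberg). Over the same libraries NM_001290717.1 of Sytl4 went from 170 and 89 counts to 0 and 0, which DESeq2 called lower, and NM_013757.2 from 538 and 549 to 112 and 0. The total of Sytl4 was 1481 ± 20.5 normalized counts (SD, n = 2 libraries) in control and 1554 ± 41.3 (SD, n = 2) in irradiated oocytes, a log2 fold change of 0.0698 (standard error 0.127, adjusted p = 0.863, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
XM_017318200.2 of Ccnj had 491 counts in irradiated library 2 and XM_030252267.1 of Pikfyve 340 counts in control library 2, and both had 0 in the other 3 libraries; these transcripts were chosen after their values were seen. The rule for naming a transcript picked NM_172839.4 of Ccnj, with 98, 138, 148 and 272 counts, and XM_006495781.4 of Pikfyve, with 312, 137, 0 and 245, and neither was called by any of the alternatives. The total of Ccnj (chromosome 19, 40830959 to 40848572) had 123, 156, 148 and 793 counts, a log2 fold change of 1.52 (standard error 0.598, adjusted p = 0.708, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that rests on irradiated library 2: without it the log2 fold change was 0.0943. The total of Pikfyve (chromosome 1, 65186640 to 65278696) had a log2 fold change of 0.0931 (standard error 0.157), which turned to -0.0306 without irradiated library 1 and to -0.0119 without control library 2.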

### Senescent oocytes exhibit satellite distension and extra chromosomal satellite DNA fragments

Next, we used 3D-SIM to determine the patterns of chromatin fiber folding and quantify chromocenter volume in senescent oocytes that exhibit the NSN configuration. Young oocytes obtained from adult, sexually mature 1-month-old females exhibit highly condensed, DAPI-bright chromocenters (Fig. 6a; Inset). SR-SIM resolves tightly packed chromatin fibers at compact chromocenters (Inset). In contrast, senescent (10-month old) oocytes exhibit a highly abnormal chromatin structure. Unfolding of chromatin fibers at chromocenters induced a large-scale reorganization resulting in regions of increased fiber–fiber distance and subsequent formation of highly distended chromocenters (Fig. 6a; Inset). 3D-reconstruction of the entire nucleus revealed an increased chromocenter volume ranging between 20–75 μm^3^ in senescent oocytes (Fig. 6b, c and Supplementary Movie 10). Notably, analysis of major satellite DNA (green) and histone H2B (red) in senescent oocytes, revealed the presence of extrachromosomal (ec) satellite DNA fragments that were also labeled with H2B (Supplementary Figure 6a; arrowheads) in (7/8 = 87.5%) of senescent oocytes. Ec satellite DNA fragments were not detected in young oocytes (Fig. 2a). However, detection of chromocenter fusions and subsequent splitting in irradiated oocytes revealed the formation of highly elongated major satellite chromatin fibers (Supplementary Figure 6b; Inset and arrow). This suggests that large-scale distension of chromatin fibers contributes to the mechanism(s) of extrachromosomal DNA formation and chromosome instability.

**Fig. 6:**
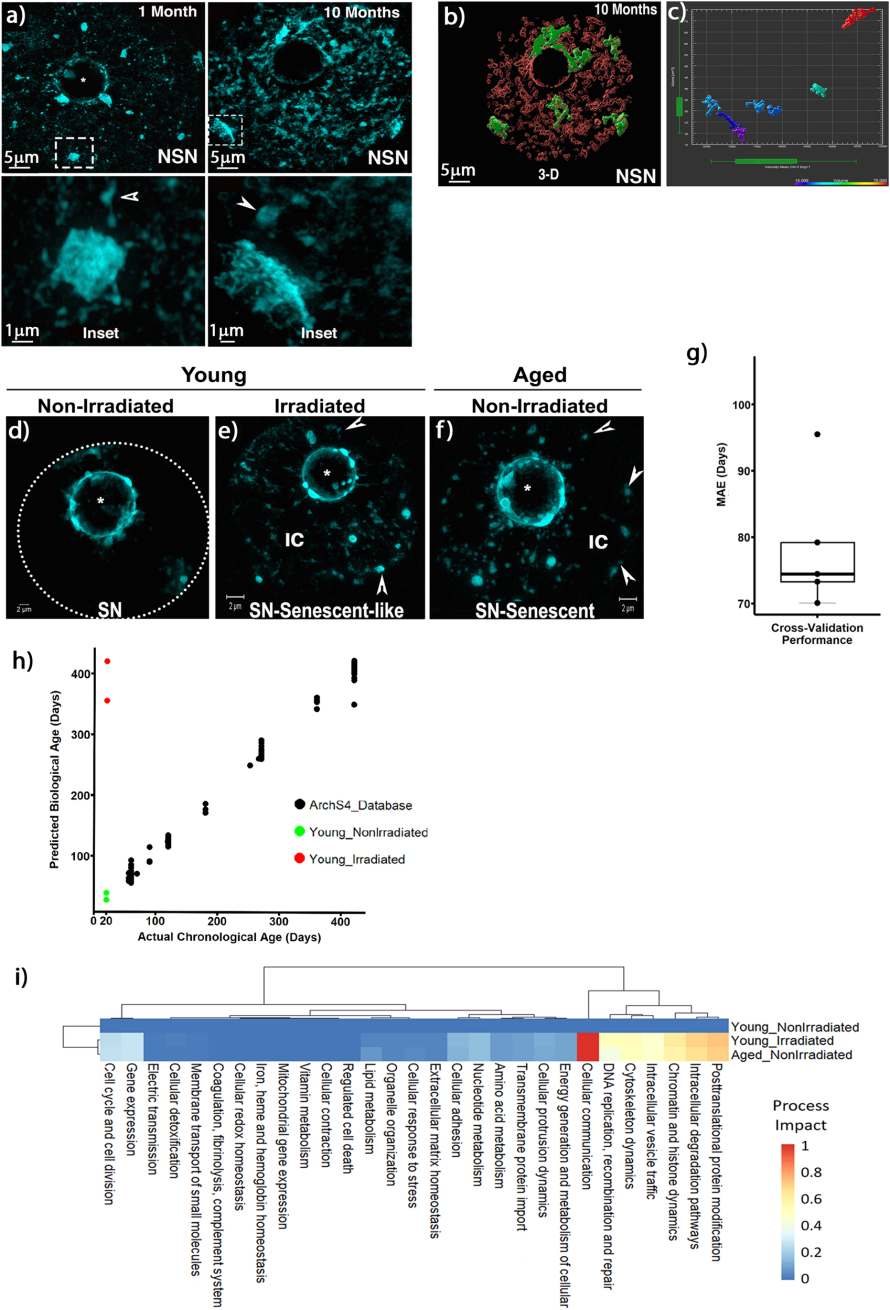
Senescent oocytes exhibit distension of major satellites and share dysregulated cellular processes with irradiated oocytes. **a** Comparison of large-scale chromatin structure between young (1-month old) and senescent oocytes (10-month old). SR-SIM resolves tightly packed chromatin fibers at condensed chromocenters in young oocytes (Inset). Senescent oocytes exhibit aberrant chromatin structure due to abnormal chromatin fiber folding and highly decondensed chromocenters (Inset). Scale bar = 5 μm. Inset scale bar = 1 μm. Arrowheads indicate euchromatin fibers. **b** 3D-SIM surface rendering of a 10-month-old oocyte showing distension of major satellite DNA fibers at chromocenters (green). Histone H2B (red). Scale bar = 5 μm. **c** Quantitative analysis of chromocenter volume (μm^3^) from the senescent oocyte shown in (**b**). **d** In young SN oocytes, chromatin is highly condensed around the nucleolus with limited contact with the nuclear periphery (dashed circle). **e** Following γ-irradiation several chromocenters detach from the nucleolus and chromatin fibers re-establish contacts with the nuclear periphery (arrowheads). Abnormal chromatin fiber folding and decondensation leads to the formation of a large interchromatin (IC) space. **f** Notably, non-irradiated senescent SN oocytes (10-month-old) exhibit a similar nuclear architecture as irradiated oocytes and chromocenters remain highly condensed. **g** Oocyte-specific RNA clock to identify cellular mechanisms dysregulated in both senescent and irradiated oocytes. Cross-validation performance of the oocyte-specific RNA clock given as mean absolute error (MAE) in days. The box plot indicates the minimum, maximum and median values and the 25% and 75% percentiles. **h** Scatter plot of actual chronological age (in days) versus predicted biological age (in days) for all training samples used. **i** Heatmap showing the level of impact on the oocyte-specific RNA clock model exerted by the dysregulation of top-level processes from the mouse version of the Molecular-Biology-of-the-Cell Ontology database.

In young, non-irradiated oocytes that exhibit the SN configuration most chromocenters are attached to the nucleolus and only a few euchromatin fibers are detected at the nuclear periphery (dashed line in Fig. 6d). However, following irradiation of young oocytes, euchromatin fibers extend to re-establish intermittent contacts with the nuclear periphery (Fig. 6e; arrowheads) leading to the formation of a prominent interchromatin space (IC), resembling the configuration observed in non-irradiated senescent oocytes (Fig. 6f) and suggesting that acute irradiation induces a senescent-like chromatin structure. Importantly, in contrast with NSN oocytes, chromocenters remain compact in both young irradiated as well as non-irradiated senescent SN oocytes. This suggests that the factor(s) involved in chromocenter compaction are lost or reduced from irradiated or senescent NSN oocytes but remain bound to chromocenters in SN oocytes, potentially reflecting distinct states of PCH epigenetic maturation. Together, our results indicate that oocyte aging is associated with increased chromocenter mobility and distension of satellite DNA sequences and suggest that chronic genotoxic stress results in the formation of extrachromosomal satellite DNA fragments and chromosome instability in senescent oocytes.

To determine conserved cellular processes that are dysregulated in both senescent and irradiated oocytes, we adapted the use of MultiTIMER, a multi-tissue RNA clock algorithm^35^ and used machine learning to develop an oocyte-specific RNA clock to establish the effects of γ-irradiation on oocyte biological aging. The model was trained using 199 transcriptome profiles of GV stage mouse oocytes of different ages using a 5-fold validation. The best fit revealed a mean absolute error (MAE) of 78.8 days in cross validation (Fig. 6g). Next, we compared the average normalized count value from two replicate transcriptomes from young non-irradiated oocytes and young irradiated oocytes from our study as well as the average normalized count value of transcriptomes from a published dataset of 14-month senescent non-irradiated oocytes^36^. 

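The normalized counts of irradiated and control oocytes were compared for gene totals scaled with DESeq2 size factors. Summed over all genes, the absolute difference between the mean of the irradiated libraries and the mean of the control libraries was 17.4% of the total normalized count. The 2 control libraries differed from each other by 8.51% and the 2 irradiated libraries by 29.5%. Means of 2 libraries differed by 18.0% between the libraries numbered 1 and those numbered 2, and by 12.9% between control library 1 with irradiated library 2 and the other 2 libraries. Irradiated library 1 was 7.69% away from the control mean and irradiated library 2 was 31.3% away. TPM values moved the difference between the means most, to 14.7%. The 14-month senescent oocytes were not analysed here.

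**Figure D5:**
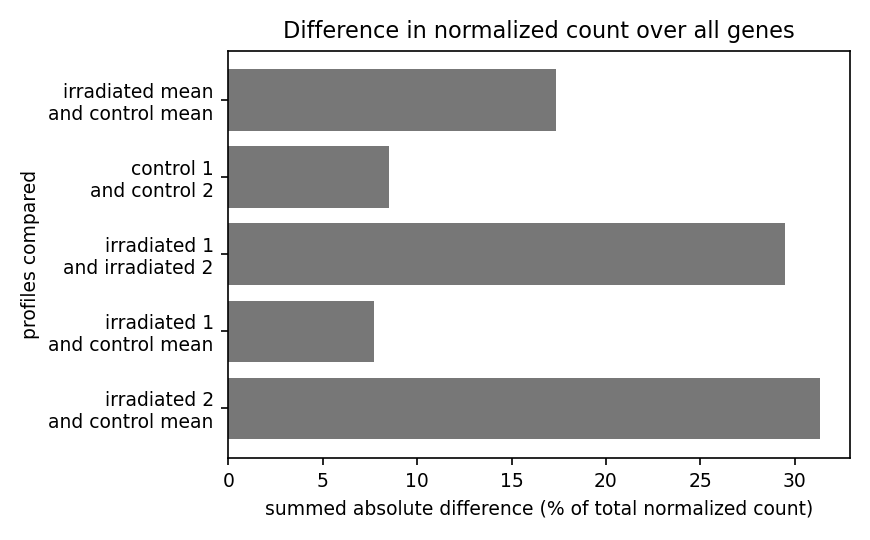
Summed absolute difference in normalized count over all genes, as a percent of the total, between the profiles named on the vertical axis. The bar for irradiated libraries 1 and 2 is longer than the bar for the irradiated and control means, and irradiated library 2 lies farther from the control mean than irradiated library 1.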

Importantly, when the model was tested on the training set the mean absolute error for actual chronological age was 7.29 days and successfully predicted changes in the biological age of young, irradiated oocytes to the equivalent of >350 days (Fig. 6h; red dots). This demonstrates that our oocyte-specific RNA clock was able to identify shared transcriptomic changes associated with both cellular aging and irradiation in the training process and used these changes in the prediction. Comparison of the key cellular processes that were dysregulated in both irradiated and senescent oocytes revealed cellular communication, posttranslational protein modifications, intracellular degradation pathways as well as chromatin and histone dynamics as the top cellular processes that are associated with changes in biological aging (Fig. 6i). Our model also detected dysregulation of intracellular vesicle traffic, cytoskeleton dynamics, DNA recombination and repair, gene expression, cell cycle and cell division (Fig. 6i). These results indicate that irradiated and senescent oocytes share common cellular mechanisms of functional decline that affect genome stability and that the senescent-like chromatin structure observed in irradiated oocytes is associated with changes in biological aging induced by γ-irradiation.

## Discussion

Pericentric heterochromatin is essential for chromosome stability during female meiosis^16,17^. However, little is known about the role of satellite DNA organization in nuclear architecture. Here, we conducted a superresolution analysis of TALE-satellite DNA within its intact nuclear environment and with a level of resolution beyond the optical diffraction limit to gain mechanistic insight into the regulation of chromocenter formation and heterochromatin fiber folding in the oocyte genome. We provide evidence for a dynamic spatial rearrangement of major satellite DNA suggesting that large-scale movements and interactions between different homologous chromosome bivalents contribute to chromocenter formation in the germinal vesicle. Our results suggest the presence of a previously unrecognized developmental transition in the number and volume of chromocenters in preparation for meiosis onset. Transcriptionally inactive SN oocytes exhibit remarkably mobile chromocenters that may fuse or split while dynamically interacting with the nucleolus, and γ-irradiation further enhanced chromocenter mobility. In contrast, transcriptionally active (NSN) oocytes exhibit unfolding of chromatin fibers, and a striking distension of satellite DNA following irradiation. This process is associated with enhanced expression of factors required for protection from oxidative stress, recovery from DNA damage and regulation of heterochromatin assembly. Notably, non-irradiated senescent oocytes exhibit inherently high chromocenter mobility and distension of satellite DNA. Together, our results indicate that increased chromocenter mobility and abnormal chromatin fiber folding at PCH result in the formation of extrachromosomal DNA fragments in senescent oocytes and contribute to the mechanisms of chromosome instability during oocyte aging.

Repetitive DNA constitutes >40% of the mammalian genome and is critical for chromatin organization^37^. The number and distribution of chromocenters are cell-type specific and reflect the epigenetic state acquired during differentiation^37,38^. In somatic cells, major satellites from several chromosomes associate to form a chromocenter. Notably, the centromeres of each chromosome remain as two separate foci that can be clearly resolved by SR-SIM^18,39^. In contrast, superresolution analysis of both minor and major satellites in oocytes revealed the presence of fused centromeres on each homologous chromosome bivalent and suggests that large chromocenters are formed by the coalescence of major satellites from several homologous chromosome bivalents. Thus, by bringing multiple homologous chromosomes together at each chromocenter, PCH may directly affect the formation and stability of long-range chromosome interactions in the oocyte genome. The mechanisms regulating the association of major satellite DNA between different chromosomes are not known. Major satellite clustering may be mediated by heterochromatin binding proteins, epigenetic modifications, and potentially non-coding RNAs^40,41^. However, the specific factors that mediate the coalescence of satellite DNA into chromocenters remain to be determined. Notably, an increase in chromocenter number and a concomitant reduction in their volume in SN oocytes suggest the presence of a developmental transition whereby chromocenters become reorganized in preparation for meiotic cell division to ensure accurate chromosome segregation.

Partial 3-D reconstruction using electron spectroscopic imaging in mouse fibroblasts revealed that chromocenter formation involves an increase in chromatin fiber density and compact chromatin fiber folding^42^. Consistent with that study, SR-SIM resolves highly compact heterochromatin fibers in the oocyte chromocenters. Importantly, in contrast with electron spectroscopic imaging tomography, SR-SIM is compatible with protein localization and resolved the association of ATRX with individual major satellite DNA fibers. Loss of ATRX function is associated with centromere instability during oocyte meiosis^16,43^ consistent with a role in the regulation of heterochromatin structure. However, the specific factors regulating chromatin fiber folding and fiber–fiber density in the oocyte chromocenters remain to be determined.

In somatic cells, the spatial organization of chromocenters is regulated by interactions with the nucleolus^40^. Our results indicate that oocyte chromocenters exhibit high mobility and establish dynamic interactions with the nucleolar surface. In SN oocytes, some chromocenters exhibited a combination of linear and non-linear trajectories with a total path length of up to 60–70 μm, suggesting remarkable chromocenter dynamics compared with somatic cells. For example, stochastic analysis of relative trajectories indicates that in human cells, centromeres exhibit constrained relative motion within a few microns^44^. In HeLa cells, centromeres have been shown to remain mostly stationary but can occasionally move at speeds up to 7–10 μm/hour^45^. Importantly, it has been suggested that short range, constrained centromere motion is critical to prevent the loss of chromosome folding^44^. Our results provide evidence indicating that oocyte chromocenters fuse and split and that dynamic interactions between PCH domains of different chromosomes also take place at the nucleolar surface. Thus, regulation of heterochromatin dynamics is of direct consequence for genome integrity^44,46^.

Acute γ-irradiation significantly increased chromocenter mobility in SN oocytes due to detachment from the nucleolus and changes in large-scale chromatin organization. Within 30 min, the patterns of chromocenter oscillatory movements changed into a linear displacement, resulting in a significant increase in the average chromocenter speed and total path length suggesting that genotoxic stress enhanced global chromatin mobility. In somatic cells, changes in chromatin motion are an integral component of the cellular response to DNA damage and specific genomic loci exhibit increased mobility over long distances in order to facilitate the repair of double-strand breaks^47–52^. Our results indicate that DNA damage can also induce large-scale movements of heterochromatin domains in the oocyte genome.

In human and mouse somatic cells, SADs formation is a marker of early senescence associated with changes in large-scale chromatin organization^4,53^. However, the mechanisms of SADs formation are not fully understood. Our results indicate that γ-irradiation induced distension of major satellites within 24 h in transcriptionally active (NSN) oocytes due to large-scale unfolding of chromatin fibers. ATRX is known to interact with HP1 in heterochromatin formation and is critical for centromere stability in mouse oocytes^16,19,54,55^. However, ATRX remained associated with PCH fibers in irradiated oocytes suggesting that unfolding of major satellite DNA takes place in spite of ATRX localization. Consistent with this observation, a recent study indicates that neither the size, nor the state of chromatin compaction at chromocenters is dependent on the levels of HP1 in mouse fibroblasts^41^. Notably, Fortuny et al. recently demonstrated a significant reduction in PCH compaction following targeted UV damage^56^. However, several repressive heterochromatin marks persist at decondensed chromocenters suggesting that retention of remodeling factors may be part of a maintenance mechanism to safeguard heterochromatin organization and facilitate recovery from DNA damage^56^.

Chromocenters are formed by groups of chromatin fibers that organize into a densely packed and highly compact structure^42,53^. In mouse fibroblasts, chromocenters resemble collapsed polymer globules that can adopt condensed or decondensed folding states reflecting important mechanisms of chromatin organization^41^. The factors responsible for regulating chromatin fiber folding and fiber–fiber cross-links to maintain high-density DNA packing remain to be established. However, transcriptome analysis of irradiated oocytes indicates that unfolding of major satellite DNA fibers is associated with changes in factors required for regulation of heterochromatin formation. 

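Of 42 genes with roles at pericentric heterochromatin, 4 of which the paper picked from these libraries, all could be tested over gene totals, and 17 were higher and 25 lower in irradiated oocytes, with a median log2 fold change of -0.10. The list as a whole had an adjusted p of 0.124 (camera of limma with Benjamini-Hochberg adjustment over 6 lists), and across the alternatives from 0.0622, with a correction for GC content chosen after the data were seen, to 0.575. The median of the list was -0.0171 in irradiated library 1 and -0.19 in irradiated library 2. In this list 0 genes had an adjusted p under 0.05 over all genes tested and 0 had one adjusted over the list alone, and 5 had an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These 5 genes, named after their values were seen, were Hmga1, Sirt6 and Lmna, with log2 fold changes of 0.86, 0.55 and 0.44, and Kdm4a and Ncapd3, with -0.70 and -0.39. Without irradiated library 2 these were 0.30, 0.27, 0.31, -0.37 and -0.32 in the same order. Atrx, with 1 listed transcript, had 4989 ± 278 normalized counts (SD, n = 2 libraries) in control and 3974 ± 957 (SD, n = 2) in irradiated oocytes. Its log2 fold change of -0.33 (standard error 0.197) was -0.10 without irradiated library 2 and -0.60 without irradiated library 1.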

Transcripts for the zinc finger protein *Zfp296* exhibited a 6-fold overexpression. Zfp296 is localized to pericentric heterochromatin in mouse post-implantation embryos where it acts as a negative regulator of H3K9me3^21^. However, γ-irradiation also induced a 20-fold overexpression of transcripts for the *Ski proto-oncogene*. 

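The total of Ski had 1537 ± 90.5 normalized counts (SD, n = 2 libraries) in control oocytes and 1717 ± 156 (SD, n = 2) in irradiated oocytes. Of the chromosome 9 genes whose repression the paper ascribes to Ski, Mmp3 (7445822 to 7455975 on GRCm38) had 1 and 1 counts in the control libraries and 2 and 5 in the irradiated libraries, and Mmp13 (7272514 to 7283333) had 0, 0, 0 and 1. At this depth a fall or a small rise was not detectable for either gene. Mmp10 is not among the listed transcripts and could not be compared.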

Ski localizes to PCH and is required to maintain the levels of H3K9me3 and transcriptional repression of several genes (*Mmp3, Mmp10, Mmp13*) located within major satellites of chromosome 9^24^. Interestingly, Ski overexpression induced desensitization of human epithelial cells to genotoxic drugs^57^ suggesting a potential role in protection from DNA damage. Our results indicate that γ-irradiation may disrupt the balance between expression of positive and negative regulators of histone modifications and transcriptional silencing of PCH domains thus interfering with the establishment of critical epigenetic marks required for chromocenter compaction in the oocyte genome.

The actin-related kinase (Actr3) maintains chromatin organization and influences chromatin dynamics through its role in the regulation of nuclear lamina integrity^22^. Transcripts for *Actr3* were overexpressed >10 fold following oocyte irradiation, potentially contributing to changes in large-scale chromatin organization and suggesting that changes in chromocenter dynamics may be mediated by abnormal interactions with the nuclear lamina. Importantly, our results revealed that coincident with changes in mesoscale chromatin organization after irradiation, the oocyte also triggers an active transcriptional response to DNA damage. 

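Lists of 37 p53 target genes and of 53 DNA repair and checkpoint genes were compared over gene totals, and the paper had picked 4 genes of the latter list from these libraries. Of the 30 tested p53 targets, 18 were higher and 12 lower in irradiated oocytes, with a median log2 fold change of 0.0523 (0.0351 in irradiated library 1 and 0.11 in irradiated library 2) and an adjusted p of 0.512 (camera of limma with Benjamini-Hochberg adjustment over 6 lists). The rotation test fry moved this most, to an adjusted p of 0.0413, while a correction for GC content chosen after the data were seen gave 0.686, the largest among the alternatives. Ccng1 had the largest rise of the list, from 61 and 63 counts to 86 and 184, a log2 fold change of 0.94 that was 0.48 without irradiated library 2, and Mdm2 had 8442 and 7401 counts in control and 10042 and 11626 in irradiated libraries, a log2 fold change of 0.31 (standard error 0.168). Rrm2b fell by 0.47 on the log2 scale (standard error 0.158). Ccng1, Mdm2 and Rrm2b were named after their values were seen.
Of the 52 tested DNA repair and checkpoint genes, 13 were higher and 39 lower, with a median log2 fold change of -0.12 and an adjusted p of 0.0294 in camera. Under fry the adjusted p was 0.456 and with an estimated correlation 0.575, so that neither kept this call. The median of this list was -0.0121 in irradiated library 1 and -0.19 in irradiated library 2, and with the trend of each library over GC content removed its unadjusted p in camera was 0.0618. Over all genes tested, 0 genes of either list had an adjusted p under 0.05, and 0 had one adjusted over the list alone; 2 p53 targets and 4 DNA repair and checkpoint genes had an unadjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

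**Figure D6:**
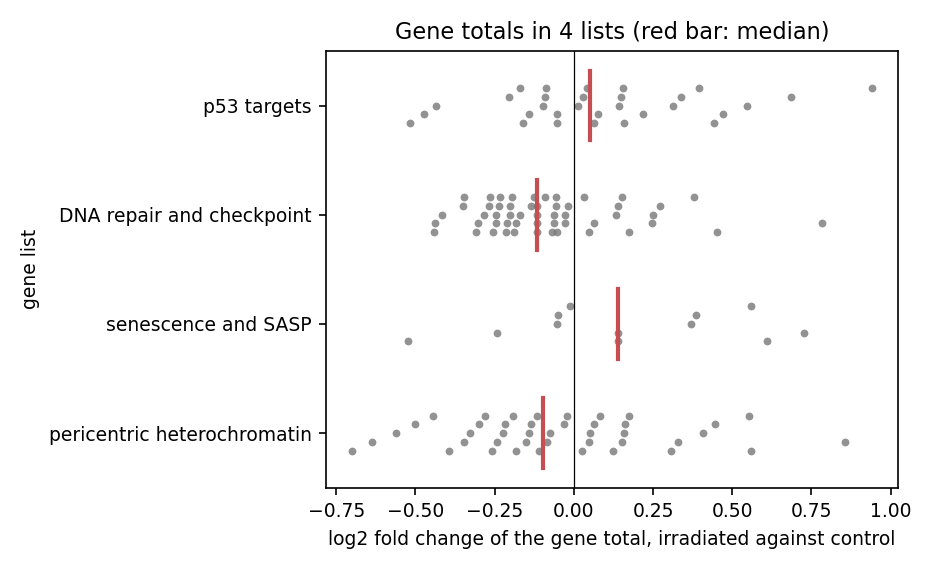
Log2 fold changes of gene totals, irradiated against control, for the tested genes of 4 lists. Each point is a gene, spread vertically for legibility, and the red bar is the median. Genes of each list lie on both sides of 0, and the medians lie between -0.12 and 0.14.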

Consistent with this notion, we detected a significant overexpression of factors required for protection from oxidative stress (*Fermt1, Smg1*), restoration of chromatin structure at DNA breaks (*Tlk2*), DNA repair and maintenance of genome stability (*Rad54l*). The human FERMT-1 gene encodes for Kindlin-1^25^. Kindlin-1 plays a key role in regulating the cellular response to acute oxidative stress^25^. Notably, it is required for mitotic spindle assembly^58^. Smg1 functions in the response to genotoxic stress, DNA damage, and maintenance of telomere integrity^26^. The Tousled-like kinase 2 (Tlk2) is critical for recovery following DNA damage at the G2 phase where it regulates the histone chaperone Asf1A to restore histone H3 deposition into damaged chromatin^27^. The DNA translocase RAD54l promotes accurate repair of DNA damage to prevent chromosome segregation defects^28^. 

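Ctcf (chromosome 8 of GRCm38, 105636474 to 105682922) and Nap1l4 (chromosome 7, 143513579 to 143549882) had transcripts that were lower in both irradiated libraries. The paper writes Napl4, which was taken to be Nap1l4 because that gene has a transcript called lower by DESeq2. NM_181322.3 of Ctcf had 455 and 493 counts in control and 121 and 172 in irradiated libraries, a log2 fold change of -1.83 (standard error 0.191), which is inside the fold limit. XM_006508506.3 of Nap1l4 had 227 and 264 counts in control and 59 and 67 in irradiated libraries, a log2 fold change of -2.09 (standard error 0.241). Another transcript of Nap1l4 chosen after its values were seen, XM_030242205.1, went the other way, from 0 and 0 counts to 66 and 35, and DESeq2 called it higher. For the first 2 transcripts DESeq2 gave adjusted p values of 0.000290 and 0.00472 (Benjamini-Hochberg), and the quasi-likelihood test of edgeR without the low-count filter gave 0.920 for both, the largest among the alternatives without a block, while DESeq2 with the filter gave the smallest, 4.12e-05 and 0.00100. The total of Ctcf fell by 0.26 on the log2 scale (standard error 0.149) and that of Nap1l4 by 0.15 (standard error 0.139), from 2722 ± 17.4 to 2458 ± 212 normalized counts (SD, n = 2 libraries). Neither total was past the limits (adjusted p of 0.708 and 0.752, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of the Nap1l4 total was -0.0620 without irradiated library 2, and turned to 0.0832 on TPM values without a filter. That of the Ctcf total was -0.13 without irradiated library 2 and -0.40 without irradiated library 1.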

Notably, γ-irradiation also induced transcriptional changes associated with the activation of cellular senescence and regulation of chromatin structure (*Ctcf, Napl4, Rev1, Dnmt3L*). Amongst the most significantly downregulated factors, we detected a >20-fold reduction in transcripts for *Cingulin*, a tight junction protein localized to the sites of contact between cumulus cells and the oocyte cytocortex^59^. In Zebra fish embryos, loss of Cingulin activates cellular senescence pathways^29^. Transcripts for *Rev1* were downregulated >5 fold. Notably, inhibition of Rev1 is associated with activation of senescence in human ovarian cancer cell lines and mouse fibroblasts^60^. Transcripts for *Birc6/Bruce* were downregulated >20 fold. Birc6 is required for homologous recombination in somatic cells and prevents non-homologous chromosome interactions during spermatogenesis^32^. Collectively, our results indicate that γ-irradiation activates signaling pathways associated with the onset of cellular senescence as well as repair from DNA damage and suggest a mechanistic link between the DNA damage response and regulation of large-scale heterochromatin structure in the oocyte genome. Studies are in progress to identify the specific protein factor(s) or potential histone post-translational modifications that induce the loss of chromocenter compaction in NSN oocytes.

We provide evidence indicating that non-irradiated senescent oocytes with the SN configuration exhibit similar chromocenter mobility compared to irradiated oocytes. Notably, senescent oocytes that remained at the NSN configuration also exhibited distension of major satellite sequences. This suggests that acute genotoxic stress following γ-irradiation and chronic genotoxic stress resulting from cellular aging induce major satellite distension. Comparison of the cellular mechanisms that are dysregulated in both senescent and irradiated oocytes using an RNA clock revealed that abnormal cellular communication, chromatin dynamics, and histone posttranslational modifications are important mechanisms associated with the formation of abnormal chromatin structure in both senescent and irradiated oocytes and resulted in the advanced biological age detected in irradiated oocytes. Previous studies suggested that SADs formation in human senescent cells may be due to abnormal chromatin folding^4^. More recently, STED microscopy revealed that SADs are formed by globular domains linked by threads of distended DNA^53^. Our direct visualization of major satellite chromatin fibers in mouse oocytes revealed that changes in chromocenter compaction are due to both, unfolding of chromatin fibers and increased fiber–fiber distance that result in a significant increase in chromocenter volume.

A previous study using diffraction limited imaging detected an indiscernible chromatin configuration in aged mouse oocytes^61^. Our SR-SIM analysis provides evidence that NSN senescent mouse oocytes exhibit distension of major satellites, abnormal chromatin fiber folding and disrupted large-scale chromatin organization. To the best of our knowledge, this is the first report of abnormal chromocenter formation during in vivo oocyte senescence. Our results are consistent with the notion that major satellite distension is due to changes in higher-order packaging of heterochromatin. The factor(s) responsible for maintaining the highly compact state of chromocenters and packing density of satellite DNA fibers remain to be established. However, the differential response to both γ-irradiation and senescence observed between NSN and SN oocytes provides intriguing new insight. Indeed, in irradiated SN oocytes chromocenters remain highly compact, albeit with increased mobility suggesting that the factor(s) responsible for regulating major satellite fiber packing and chromocenter condensation are probably lost from irradiated or senescent NSN oocytes but remain bound to chromocenters in SN oocytes. Thus, it is conceivable that this may reflect a previously unappreciated step in the epigenetic maturation of heterochromatin domains in pre-ovulatory oocytes. The effect(s) of SADs formation on centromere structural integrity and chromosome segregation are not fully understood. However, our recent studies in senescent mouse fibroblasts indicate that SADs formation is associated with centromeric breaks and severe chromosome instability^3^. Consistent with this notion, a high proportion of senescent oocytes exhibit extrachromosomal satellite DNA fragments, a sign of chromosome instability. Notably, the co-localization of H2B and extrachromosomal major satellite DNA indicates that these fragments are still packed within nucleosome-containing chromatin. Previous studies indicate that precocious bivalent separation may be the primary defect in age-related aneuploidy^62^. However, the mechanisms involved in this process remained unclear. Our studies provide evidence indicating that abnormal pericentric heterochromatin structure, increased chromocenter mobility and distension of satellite DNA contribute to the formation of extrachromosomal satellite DNA and chromosome instability, predisposing to abnormal chromosome segregation in senescent oocytes. Our findings have implications not only for the field of onco-fertility but also to determine the transcriptional and epigenetic mechanisms of oocyte senescence and genome instability.

## Methods

### Animals

Animal use protocols were approved by the ‘Institutional Animal Care and Use Committee’ (IACUC) of the University of Georgia, and all experiments were conducted in accordance with guidelines. Mice were housed at a constant temperature (24–26 °C) and a controlled light cycle (12 h light/dark), with food and water provided ad libitum.

### Oocyte collection and culture

All experiments involved GV stage oocytes collected from non-primed female mice with a C57/Bl6/DBA2J F1 hybrid background between postnatal days 16 to 24 as well as from aged females (10 months). The oocytes were recovered from the ovaries by follicle puncture and cumulus oocyte complexes were transferred to minimal essential medium (MEM) supplemented with 3 mg/ml bovine serum albumin (Sigma Aldrich, St. Louis, MO) and milrinone (Sigma; 1 μg/ml) to prevent meiotic resumption. Surrounding cumulus cells were removed by gentle pipetting followed by several rinses in fresh medium. Oocytes were cultured for specified periods of time and maintained at 37 °C in MEM/BSA plus milrinone under 5% CO_2_, 5%O_2_, and balanced N_2_.

### Immunofluorescence

Denuded oocytes were fixed at indicated timepoints post irradiation and permeabilized in 2% paraformaldehyde in PBS supplemented with 0.1% Triton X-100 for 20 min at room temperature before washing and blocking in PBS supplemented with 5% serum and 0.05% Triton X-100 overnight at 4 °C. Oocytes were immunolabeled with specific antibodies against the DNA double-strand break marker γH2AX (1:400, cat# ab26350, Abcam, Cambridge, USA), and the heterochromatin marker ATRX (1:200, cat# sc15408, Santa Cruz Biotechnology Inc., Dallas, TX). In brief, fixed oocytes were incubated with the primary antibodies diluted in blocking buffer overnight at 4 °C, then washed and incubated with specific Alexa Fluor 488 or 555 conjugated secondary antibodies (1:1000, Cat# A11017, A21430, Life Technologies, Eugene, OR) for 1 h at 37 °C. After a series of final wash steps in blocking buffer, the oocytes were transferred onto glass slides and overlaid with mounting medium (VectaShield, Vector Laboratories, Burlingame, CA) containing DAPI (4’,6-diamidino-2-phenylindole) to counterstain the DNA.

### Oocyte microinjection

We analyzed chromatin dynamics in live oocytes, using recombinant Histone H2B-RFP and a TALEN vector specific for centromeric major satellite sequences. Briefly, GV stage oocytes were microinjected with capped mRNAs encoding fluorescently labeled histone H2B-fusion proteins (H2B-RFP, red) as well as transcription activator-like effector (TALE)-mClover transcripts against repetitive major satellite genomic sequences (green) following vitro transcription from plasmids pGEMHE-H2B-RFP (Euroscarf, cat# P30517)^63^ and pTALYM3B15 (Addgene cat# 47878)^14,19^. In brief, 10 pl capped mRNA were microinjected into the cytoplasm of GV-intact oocytes in MEM medium containing 1 μg/ml milrinone using an electronic FemtoJet microinjector (Eppendorf) and Eppendorf micromanipulators on a Nikon Eclipse Ti-U inverted microscope. Oocytes were incubated overnight to allow for the expression of the fluorescent labels.

### Oocyte irradiation

For the analysis of the effects of γ-irradiation, oocytes were washed and transferred to a micro drop of Embryomax M2 medium (Sigma, cat# MR-015-D) supplemented with milrinone under mineral oil and subjected to a non-lethal dose of γ-irradiation (5 Gy; 140 Rad/min for 3.57 min) using a Mark I 68A Cesium-137 gamma irradiator (JL Shepherd and Associates, San Fernando, CA). Oocytes were then transferred to a fresh micro drop of MEM/BSA medium supplemented with milrinone under mineral oil and cultured for 30 min, 5 h, or 24 h before fixing and immunochemistry as described above. Alternatively, chromatin domain movements were monitored in real time by live-cell imaging and confocal microscopy, followed by SR-SIM analysis as described below.

### Live-cell-imaging

Live-cell-imaging was conducted by confocal microscopy on groups of irradiated and non-irradiated oocytes in micro drops of MEM/BSA medium supplemented with milrinone under mineral oil in an environmental chamber with an atmosphere of 5% CO_2_, 5% O_2_, and 90% N_2_. Oocytes were imaged using an Eclipse Ti-U/D-Eclipse C1 laser-scanning confocal microscope equipped with a ×40 objective lens following sequential (frame lambda) excitation of mClover/EGFP with a 488 nm and H2B-RFP with a 561 nm Coherent Sapphire laser. Image acquisition was conducted using EZC1 3.91 software (Nikon) with a step size of 2 μm and a Z-stack range of ~60 μm. Images were acquired every 5 min beginning at 30 min post irradiation for 5 h and subsequently analyzed by maximum intensity and 3D-reconstructions using NIH Elements 4.0 software and IMARIS (Bitplane, Inc.). Heterochromatin domains labeled with TALE-mClover were tracked in 3D using the tracking module in NIS Elements applying identical thresholds on a Nikon Eclipse Ti-U/D-Eclipse C1 laser scanning confocal microscope equipped with a ×40 objective. Speed in µm/s and the total path length in µm were assessed for each chromocenter individually. Image acquisition was conducted using EZ-C1 software (Nikon) with a step size of 2 µm and a *Z*-stack range of 20 µm. Imaging data were subsequently analyzed by maximum intensity and 3D-reconstructions using NIH Elements software (Nikon).

### Superresolution structured illumination

Oocyte chromatin was analyzed by high-resolution structured illumination microscopy (SR-SIM)^15^. Imaging was conducted using a Zeiss ELYRA S1 Superresolution system on an Axio Observer Z1 inverted microscope stand equipped with a 100X oil immersion lens and three laser lines: 405, 488, and 561 nm. Images were generated using 3 SIM rotations and individual Z-scans (0.091 μm) were processed with ZEN 2.3 software with a SIM analysis module to generate SR-SIM computations and maximum intensity projections at the Biomedical Microscopy Core (BMC) facility, University of Georgia. Quantitative analysis of chromocenter organization was conducted using Imaris x64 9.5.0 software (Bitplane). CZi files containing maximum intensity projections of the entire germinal vesicle were imported into Imaris. Pericentric heterochromatin blocks (chromocenters) were initially classified based on the DAPI fluorescence and major Satellite TALE-mClover channels using the automatic new surface function. Surface grain size was set at 0.0500 μm. The thresholds were 8700 for the absolute DAPI intensity and 2.30 μm^3^ for the volume so that DAPI intense heterochromatin blocks assembled as chromocenters could be automatically classified. 3D-surface-renderings of individual chromocenters as well as select chromatin fibers were automatically generated. We used the manual ‘wizard’ tool to draw the surface of the entire nucleus or germinal vesicle and the animation function of Imaris to generate a 3D-rendering rotating 720 degrees in the horizontal direction. The Vantage tab was used for quantitative analysis of chromocenter volume where the Y-axis displays chromocenter volume in μm^3^ and the X-axis indicates mean DAPI intensity. All epifluorescence images were processed using Photoshop 2.0 (Adobe) for linear adjustments and cropping of fluorescent images. No gamma adjustments were made.

### Transcriptome analysis following γ-irradiation of NSN oocytes

Transcriptionally active NSN oocytes obtained on day 16 of post-natal development were processed for RNA-seq by first removing the zona pellucida with Tyrode’s solution (Sigma) and allowed to recover in MEM/BSA culture medium for 5 min. Control (*n* = 59) and γ-irradiated (*n* = 59) denuded oocytes were transferred to microcentrifuge tubes containing 3 μl of lysis buffer (40 U/ml RNase Inhibitor, 10% Triton X-100, 10 mM dNTPs in nuclease-free water) and immediately frozen in liquid nitrogen. Analysis was conducted in two independent experimental replicates. Total RNA quality on each sample was determined using the Agilent 2100 Bioanalyzer system. Quality control prior to library construction included RNA concentration, an RNA integrity number of >8, 28/S/18S of >1.0 and fragment length distribution. Isolation of mRNA was conducted using oligo(dT). Library sequencing was performed using a Hiseq 4000 sequencing platform with paired-end 100 bp reads at the Beijing Genomics Institute. For each sample, >88 Million clean PE 100 reads or 8.93 Gb of data were obtained in FASTQ format. Quality-trimmed reads were aligned to the mouse genome reference GRCm38 using Bowtie2. Differential expression analysis between control and irradiated oocytes was conducted using the edgeR package. Transcripts with a log2-fold change of >2 and FDR < 0.05 were considered significant for differential expression (DEGs). DEGs were detected using DEseq2. For functional annotation, the gene ontology functional enrichment analysis and the Kyoto Encyplopedia of Genes and Genomes (KEGG) were used for DEGs classification using the Database for Annotation, Visualization and Integrated Discovery (DAVID). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE248416.

### Validation of RNAseq by qPCR

For qPCR assays to validate differential expression following irradiation, mRNA was isolated from groups (*n* = 50) of denuded oocytes control and irradiated (24 h) oocytes using the miRNeasy kit (Qiagen) and subsequently reverse transcribed according to manufacturer’s instructions to assess transcript levels using validated RT^2^ qPCR Primer Assays (Qiagen; GeneGlobe IDs: Rev1-QT00150437, Dnmt3l-QT00114555, TLK2-QT00136010, Rad54L-QT00104132) in two biological replicates. qPCR results were normalized against Gapdh (RT^2^ qPCR Primer assay, Qiagen; GeneGlobe ID: Gapdh-PPM02946E) as a housekeeping control.

### Analysis of biological (cellular) aging following γ-irradiation using an oocyte-specific RNA clock

We adapted the use of a multi-tissue RNA clock MultiTIMER^35^ in combination with machine learning to identify the common pattern of transcriptomic changes induced by cellular aging and irradiation in mouse oocytes. The generalized linear model (GLM) algorithm of MultiTIMER^35^ was replaced by the gradient boosting machine (GBM) algorithm^64^, and the model was trained on 199 transcriptome profiles from the ArchS4 database of GV, control wild-type oocytes from mice of different ages. We also added the two control and two irradiated transcriptomes from our database into the training. To discover conserved cellular processes that are dysregulated in both aged and irradiated oocytes, the model was trained to predict the age of transcriptome profiles of non-irradiated oocytes accurately while also predicting advanced biological age for the transcriptome of irradiated oocytes. The h2o framework in R was used for machine learning applications^65^.

To identify the most important cellular processes affected in aged and irradiated oocytes we compared the average normalized count value from two replicate transcriptomes from young non-irradiated oocytes and young irradiated oocytes from our study as well as the average normalized count value of transcriptomes from a published dataset of 14-month aged non-irradiated oocytes^36^. These datasets all participated in the training of the model.

We established our young control transcriptome as the baseline transcriptome. Then, in both young-irradiated and aged non-irradiated transcriptomes, we calculated the gene impact of all genes in the 29 top-level processes in the mouse version of the Molecular-Biology-of-the-Cell Ontology (process level 1)^66^. We define gene impact as the influence of a transcriptomic change of a gene in model prediction, and it is calculated by:

$${{{{{{\rm{Gene}}}}}}\; {{{{{\rm{impact}}}}}}}=I* {{{{{\rm{|}}}}}}D{{{{{\rm{|}}}}}}$$

where *I* is the variable importance of the gene in model and *D* is the difference in normalized count value from baseline.

The sum of gene impact in each process is defined as the process impact, which indicates the level of impact on the model prediction exerted by the dysregulation of these conserved cellular processes. These process impact values were normalized to a range of 0–1 and drawn on a heatmap.

### Statistics and reproducibility

All data are presented as the mean values (±s.d.) from at least three independent experimental replicates unless stated otherwise. Comparison of all pairs was conducted using two-sided parametric and nonparametric tests (unpaired t-test or Mann–Whitney tests) according to the sample distribution (D’Agostino-Pearson) with GraphPad Prism 6 software or ggplot2 framework in R. Analysis of variance was conducted using one-way ANOVA with Tukey-s multiple comparison tests. Differences were considered significant when *P* < 0.05 and *P* values are indicated. Box plots depict the median value as well as upper and lower quartiles with whiskers representing the minimum and maximum values observed. Dot plots show individual observations as dots as well as the mean with whiskers representing the standard deviation (s.d.).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Supplementary Movie 9

Supplementary Movie 10

Reporting Summary

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE248416. The source data behind the graphs in the paper can be found in Supplementary Data 1. All other data are available from the corresponding author on reasonable request.

# Supplementary material for: Acute irradiation induces a senescence-like chromatin structure in mammalian oocytes
**Source:** Commun Biol. 2023 Dec 12;6:1258. doi: 10.1038/s42003-023-05641-0
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Communications Biology**

**Baumann et al. 2023**

*Acute irradiation induces a senescence-like chromatin structure in mammalian oocytes*

## Supplementary Figure 1

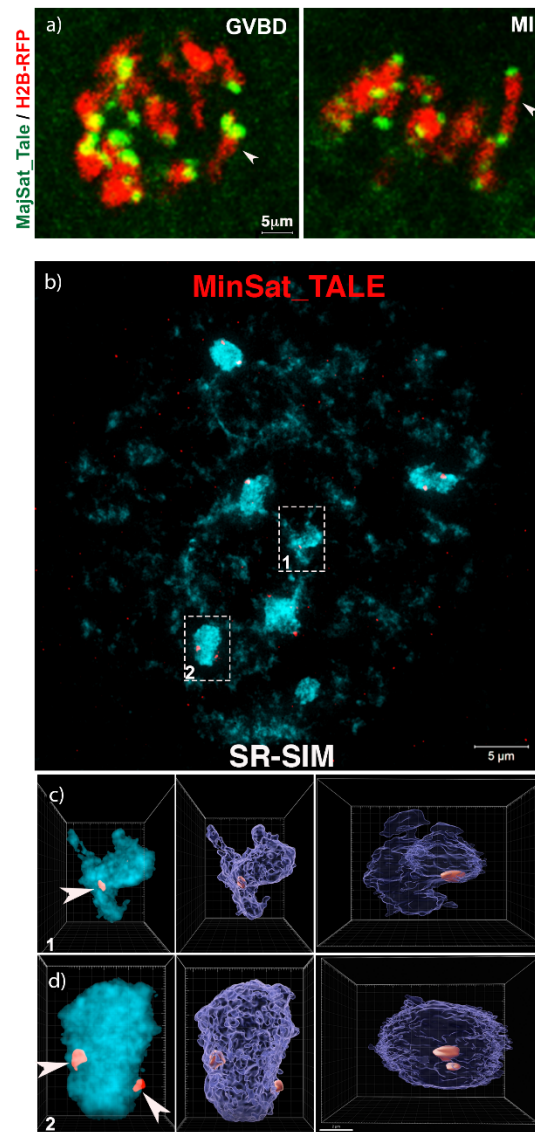

**Supplementary Figure 1. Detection of centromere minor and major satellite DNA sequences using live cell imaging and superresolution structured illumination (SR-SIM).** (a) Live oocytes microinjected with a transcriptional activator-like effector (majSat\_TALE, green) and Histone H2B-RFP (red). Major satellite\_TALE reveals the physical proximity of pericentric heterochromatin domains in a homologous chromosome bivalent after germinal vesicle breakdown (GVBD) and their polar orientation at the metaphase-I (MI) stage. Uncropped micrographs of images in Figure 1B. (b) Germinal vesicle stage oocyte microinjected with a MinSat\_TALE effector (red). Chromatin was counterstained with DAPI (shown in cyan) revealing the presence of chromocenters of varying sizes (dashed boxes 1 and 2). Scale bar=5  $\mu$ m. (c) Inset dashed box 1. The presence of a single minor satellite signal (arrowhead) indicates that this chromocenter is formed by a single homologous chromosome bivalent. 3-Dimensional surface rendering of the same chromocenter showing the presence of fused centromeres (red). Lateral view. (d) Inset dashed box 2. Two minor satellite signals (red) in opposite sides of large chromocenters (arrowheads) confirm the presence of fused centromeres, with each fused centromere signal corresponding to a single homologous chromosome bivalent. 3-Dimensional surface renderings of the same chromocenter showing the localization of fused centromeres (red). Scale bar=2  $\mu$ m.

## Supplementary Figure 2

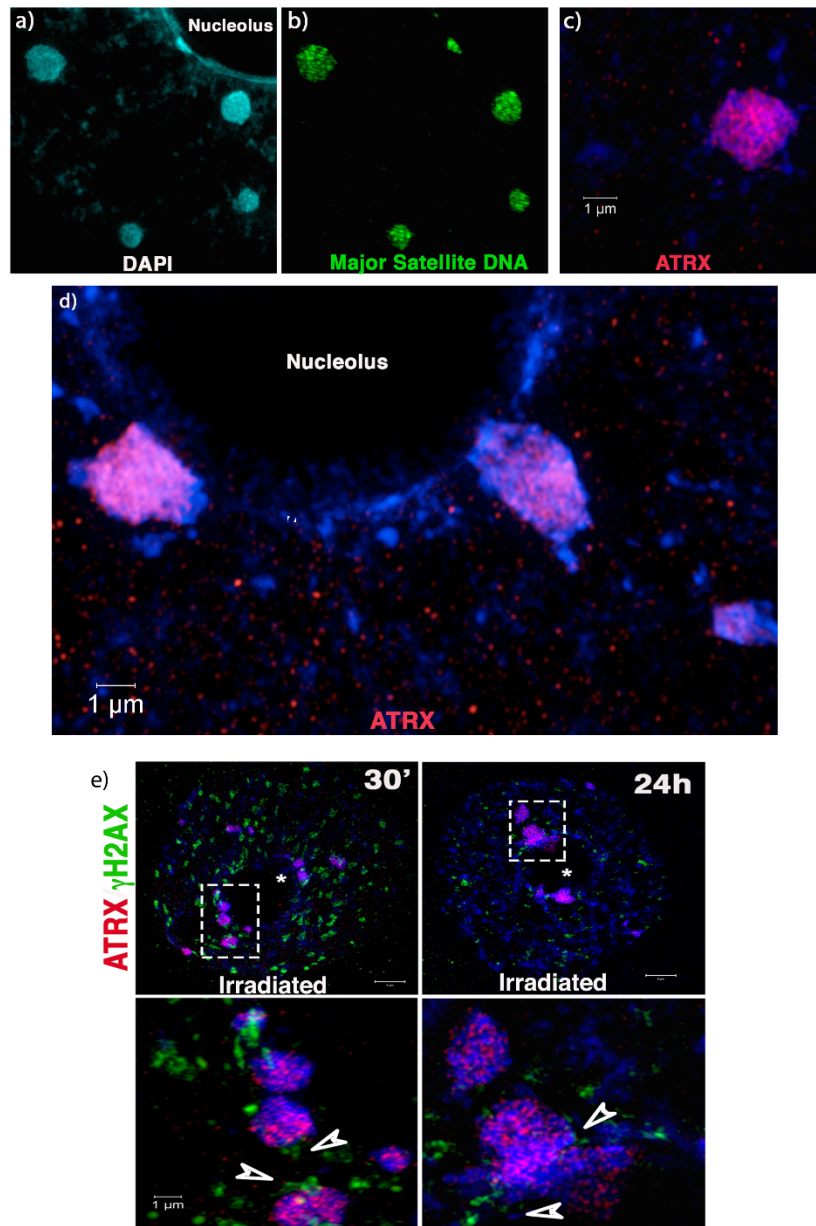

**Supplementary Figure 2. ATRX localization at oocyte chromocenters.** **a)** Superresolution Structured illumination (100X) of DAPI bright chromocenters. **b)** Corresponding major satellite chromatin fibers (green). **c)** ATRX (red) decorates a subset of intertwined major satellite chromatin fibers within compact chromocenters in a different NSN oocyte. DNA counterstained with DAPI. **d)** Chromocenters begin to associate with the nucleolus in the same oocyte. ATRX (red). Scale bar=1 µm. **e)** γ-irradiation (5 Gy) induces double strand DNA breaks, detected by γ-H2AX (green) within 30 minutes after irradiation. However, ATRX (red) remains associated with compact chromocenters. In contrast, 24 hours following irradiation of NSN oocytes, chromocenters undergo a striking decondensation while ATRX remains associated with major satellite chromatin fibers.

### Supplementary Figure 3

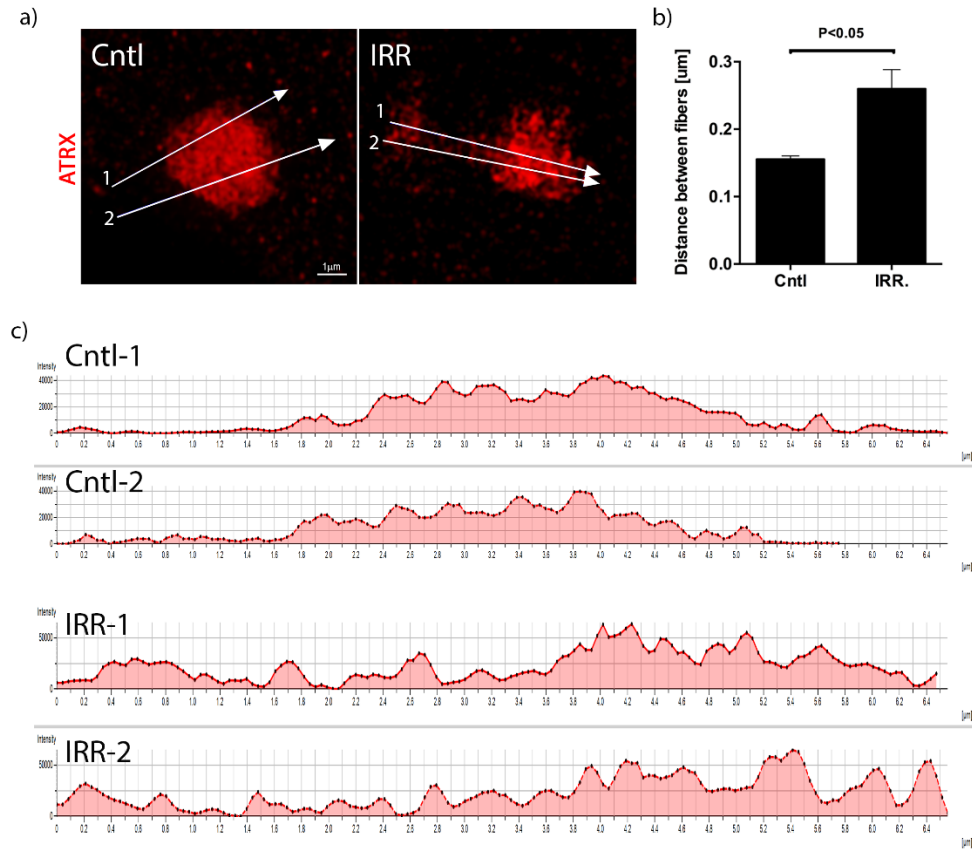

**Supplementary Figure 3. Distension of major satellite DNA following  $\gamma$ -irradiation.** **a)** Superresolution structural illumination (100X) resolves unfolding of heterochromatin fibers stained with ATRX (red) and subsequent increase in fiber-fiber distance in chromocenters of NSN oocytes 24h post irradiation. **(b, c)** Quantification of fiber-fiber distance (n=46 fibers) using line-scan analyses in the NIS Elements measurements module. Irradiation induces a significant increase ( $P<0.05$ ) in fiber-fiber distance of satellite DNA compared to non-irradiated control oocytes. Scale bar=1  $\mu$ m.

## Supplementary Figure 4

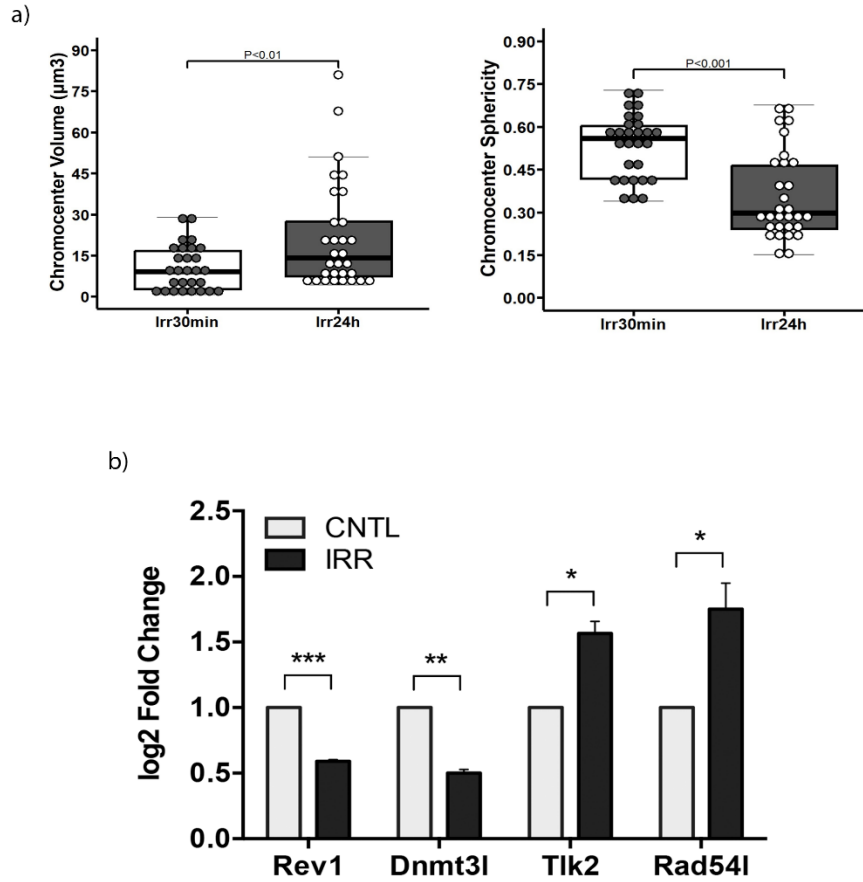

**Supplementary Figure 4. Analysis of chromocenter volume and validation of transcriptional changes following  $\gamma$ -irradiation of NSN oocytes.** **a)** Analysis of chromocenter volume and sphericity at different time intervals following  $\gamma$ -irradiation of NSN oocytes. **b)** Real-time PCR analysis of transcripts showing down regulation or over expression after  $\gamma$ -irradiation of pools of control (n=50) and irradiated (n=50) oocytes. NSN oocytes were obtained on day 16 of post-natal development and transcripts levels were quantified 24 h following  $\gamma$ -irradiation (5 Gy) in two independent experimental replicates. \* indicates  $P<0.05$ ; \*\*  $P<0.01$ ; \*\*\*  $P<0.005$ .

## Supplementary Figure 5

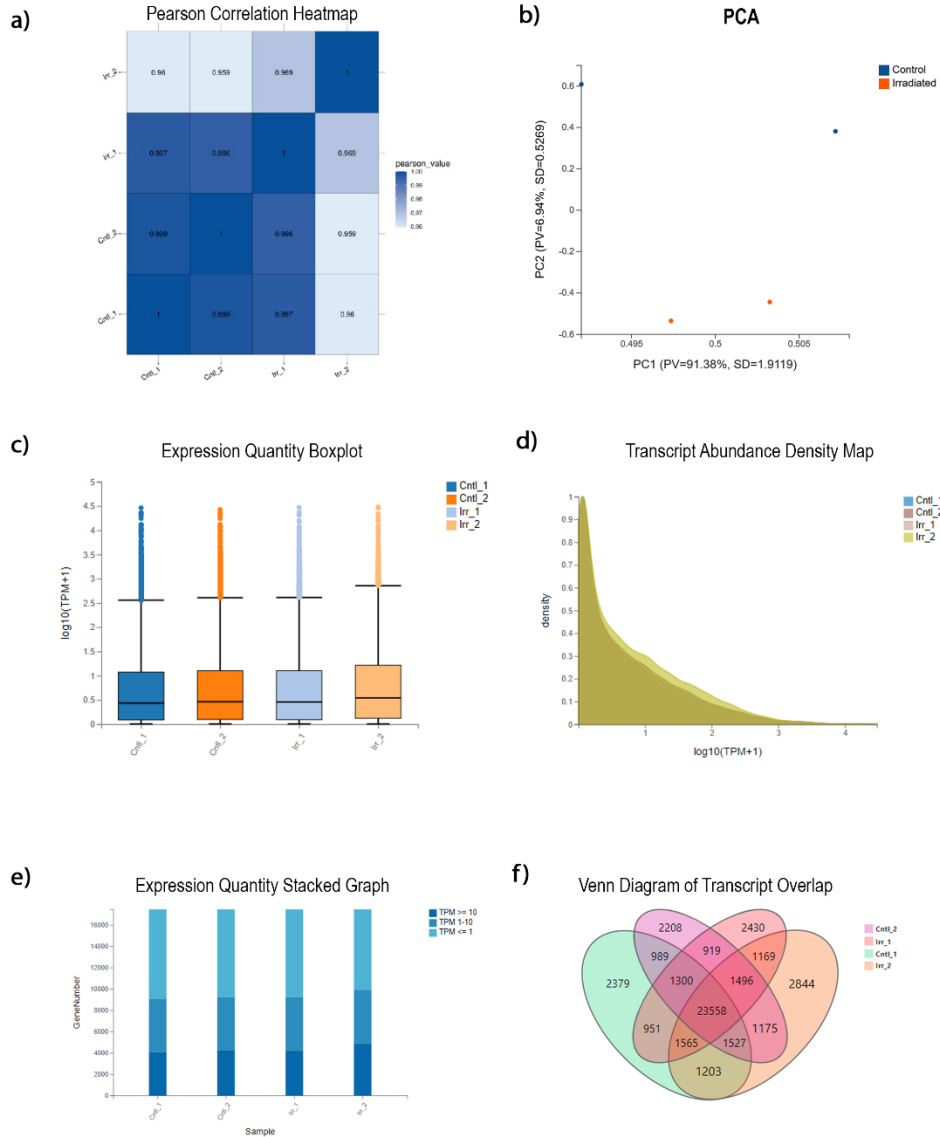

**Supplementary Figure 5. Transcriptome analysis quality control.** **a)** Pearson correlation analysis between control and irradiated RNA-seq samples. **b)** Principal component analysis showing segregation of samples by treatment. **c)** Box plot of the distribution of gene expression levels between samples. **d)** Transcript abundance density distribution between samples. **e)** Number of genes by different TPM ranges across all samples. **f)** Venn diagram of transcript overlap between samples.

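Over all listed transcripts, Pearson's r between TPM values was 0.998 for the 2 control libraries. Irradiated library 1 had an r of 0.996 with either control library, irradiated library 2 had 0.957 with either, and the 2 irradiated libraries had 0.967 with each other. These are correlations across transcripts, which are not independent replicates. Spearman's rank correlation moved them most, to between 0.802 and 0.813. Counts above 0 were present for 33722 and 33356 transcripts in the control libraries and for 33587 and 34696 in the irradiated libraries, and for 23860 transcripts in all 4. In a principal component analysis of gene totals, the first component held 60.8% of the variance and placed irradiated library 2 at 40.6 and the other 3 libraries between -19.1 and -8.63. The second component held 21.7% and placed irradiated library 1 at -24.0 and the others between 3.29 and 11.9.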

## Supplementary Figure 6

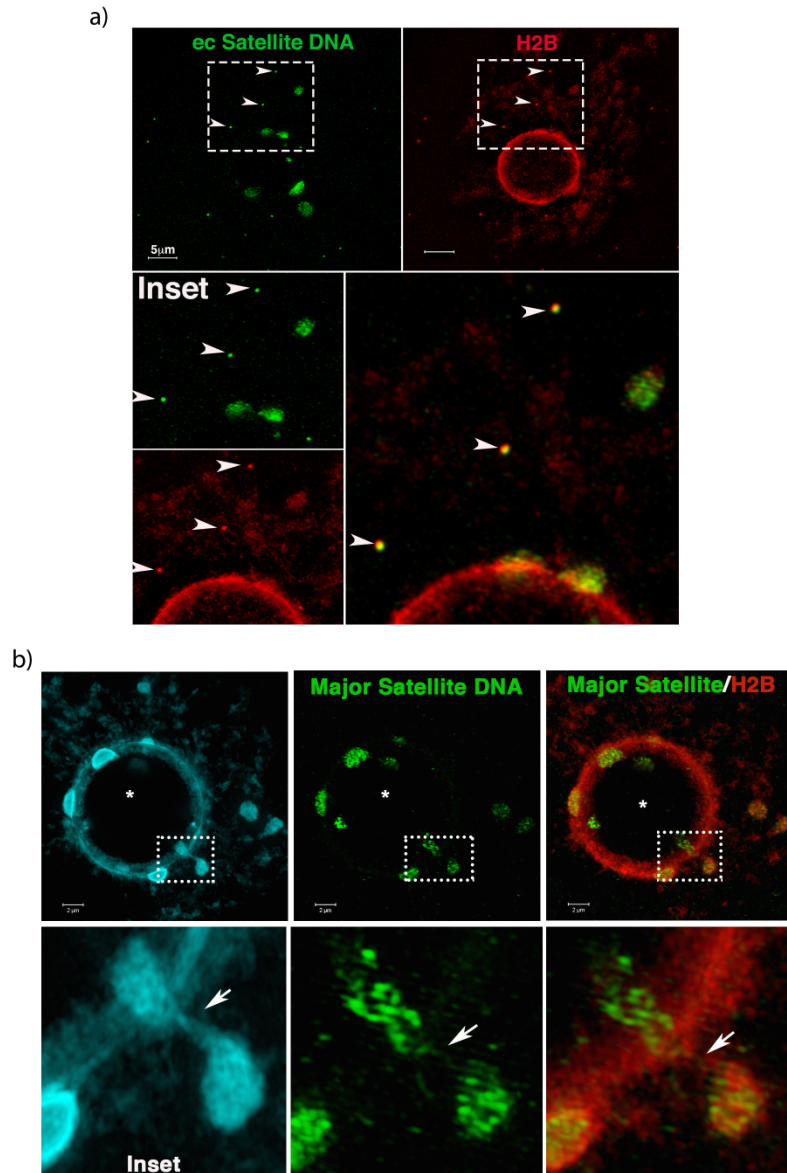

**Supplementary Figure 6. Evidence for the mechanism(s) of formation of extrachromosomal satellite DNA in the oocyte genome.** **a)** Detection of extrachromosomal satellite DNA fragments in senescent oocytes. A representative 10-month-old oocyte is shown. Fragments of major satellite DNA (arrowheads) also stain positive for histone H2B (red). See Insets. Scale bar=5 μm. **b)** Chromocenter fusions and subsequent splitting in irradiated oocytes leads to excessive distention of major satellite chromatin fibers (arrows at insets) revealing a potential mechanism of extra chromosomal satellite DNA formation in the oocyte genome. (\*) Demarcates the nucleolus.

# Supplementary material for: Acute irradiation induces a senescence-like chromatin structure in mammalian oocytes
**Source:** Commun Biol. 2023 Dec 12;6:1258. doi: 10.1038/s42003-023-05641-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** The source data behind the graphs in the paper.

**File name:** Supplementary Movie 1

**Description:** Live-cell-imaging of chromocenter mobility in non-surrounded nucleolus (NSN) oocytes. Composite image of confocal microscopy (40X) following microinjection of a fluorescent TALE effector labeling major satellite DNA (green) and simultaneous microinjection of recombinant RFP-H2B (red). Individual chromocenter trajectories were tracked for a period of 5 hours. Large chromocenters exhibit oscillatory movements. Small chromocenters also exhibit dynamic interactions and fusions (white arrow) with major satellite sequences from adjacent homologous chromosome bivalents.

**File name:** Supplementary Movie 2

**Description:** Live-cell-imaging of chromocenter mobility in surrounded nucleolus (SN) oocytes. Composite image of confocal microscopy (40X) following microinjection of a fluorescent TALE effector labeling major satellite DNA (green) and nuclear counterstaining with recombinant RFP-H2B (red). Individual chromocenter trajectories were tracked for a period of 5 hours. Most chromocenters are attached to the nucleolus and exhibit dynamic interactions leading to fusion and splitting events. A few chromocenters remain unattached and show high mobility.

**File name:** Supplementary Movie 3

**Description:** 3-Dimensional surface rendering of a large chromocenter with two minor satellite signals. Superresolution structured illumination (100X) reveals the presence of fused centromeres (red) on opposite sides of a large chromocenter indicating that in NSN oocytes, large chromocenters are formed by the interaction and coalescence of two homologous chromosome bivalents. Fused centromeres are localized towards the periphery indicating that minor satellite sequences at the centromere remain in close apposition albeit spatially segregated from pericentric heterochromatin major satellite sequences that form the chromocenter.

**File name:** Supplementary Movie 4

**Description:** 3-Dimensional surface rendering of a chromocenter formed by a single bivalent. Superresolution structured illumination (100X) reveals the presence of only one minor satellite signal (red) representing the fused centromeres of a single bivalent.

**File name:** Supplementary Movie 5

**Description:** Superresolution structured illumination (3D-SIM) of the oocyte nucleolus. 3D-Rendering of the nucleolus (100X) from an oocyte that exhibited the SN configuration. DNA stained with DAPI and pseudo colored in Cyan for contrast. 3D-SIM resolves compact chromatin

fibers at pericentric heterochromatin as well as topological differences at individual chromocenters that are attached to the nucleolus. Note the splitting of large-scale chromatin fibers within an attached chromocenter.

**File name:** Supplementary Movie 6

**Description:** Live-cell-imaging of chromocenter mobility in control non-irradiated SN oocytes. Composite image of confocal microscopy (40X) following microinjection of a fluorescent TALE effector labeling major satellite DNA (green) and recombinant RFP-H2B (red). Individual chromocenter trajectories were tracked for a period of 5 hours and their speed ( $\mu\text{m}/\text{sec}$ ; dashed line) and total path length ( $\mu\text{m}$ ; continuous line) were quantified. Lines of different color represent different chromocenters.

**File name:** Supplementary Movie 7

**Description:** Live-cell-imaging of chromocenter mobility in irradiated SN oocytes. Composite image of confocal microscopy (40X) following microinjection of a fluorescent TALE effector labeling major satellite DNA (green) and recombinant RFP-H2B (red). Individual chromocenter trajectories were tracked for a period of 5 hours and their speed ( $\mu\text{m}/\text{sec}$ ; dashed line) and total path length ( $\mu\text{m}$ ; continuous line) were quantified. Lines of different color represent different chromocenters.

**File name:** Supplementary Movie 8

**Description:** 3D-Rendering of superresolved chromatin structure in control wild-type oocytes. 3D-surface-renderings of individual chromocenters were generated using IMARIS and are shown in green, large-scale chromatin fibers corresponding to euchromatin regions are shown in red.

**File name:** Supplementary Movie 9

**Description:** 3D-Rendering of superresolved chromatin structure in irradiated wild-type oocytes. 3D-surface-renderings of individual chromocenters were generated using IMARIS and are shown in green, large-scale chromatin fibers corresponding to euchromatin regions are shown in red. Note the striking chromocenter decondensation at 24 h following irradiation (5 Gy).

**File name:** Supplementary Movie 10

**Description:** 3D-Rendering of superresolved chromatin structure in senescent oocytes. Representative example of a senescent 10-month-old oocyte, 3D-surface-renderings of individual chromocenters were generated using IMARIS and are shown in green, large scale chromatin fibers corresponding to euchromatin regions are shown in red. Note the striking chromocenter decondensation at chromocenters.

# Supplementary material for: Acute irradiation induces a senescence-like chromatin structure in mammalian oocytes
**Source:** Commun Biol. 2023 Dec 12;6:1258. doi: 10.1038/s42003-023-05641-0
**Supplement:** Supplementary file 14 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Transcriptome data have been deposited (repository name and ID)  
All other data are available from the corresponding author on reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was chosen based on prior experience, power analysis, and was in part dictated by sample size limitations (e.g. senescent germ cells). |
| Data exclusions | No data were excluded from analyses.                                                                                                               |
| Replication     | All findings were replicated at least 3 times, with the exception of RNAseq analysis, which was conducted in duplicate.                            |
| Randomization   | Samples were randomly allocated to experimental groups.                                                                                            |
| Blinding        | Investigators were not blinded, no subjective analysis was conducted.                                                                              |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | ATRX-rabbit polyclonal antibody (1:200, cat# sc15408, Santa Cruz Biotechnology Inc., Dallas, TX)<br>gH2AX-mouse monoclonal antibody (1:400, cat# ab26350, abcam, Cambridge, USA) |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

both antibodies are widely used in immunofluorescence analysis of mouse tissues to label pericentric heterochromatin (ATRX) and DNA double strand breaks (gH2AX) - (Baumann et al. PLoS Genetics 2010; De La Fuente et al. Development 2015)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                 |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Laboratory mice of F1 hybrid background of C57BL/6 and DBA. A                                                                                                                                   |
| Wild animals            | N/A                                                                                                                                                                                             |
| Reporting on sex        | Findings apply to female sex only - study on female germ cells.                                                                                                                                 |
| Field-collected samples | N/A                                                                                                                                                                                             |
| Ethics oversight        | Animal use protocols were approved by the 'Institutional Animal Care and Use Committee' (IACUC) of the University of Georgia, and all experiments were conducted in accordance with guidelines. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

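RNA-seq of germinal vesicle stage mouse oocytes was analysed in 4 libraries, 2 of control non-irradiated oocytes and 2 of oocytes collected 24 h following 5 Gy of γ-irradiation. The libraries were grouped by the condition and replicate number that the sample titles and the paper give. Imaging, real-time PCR and the RNA clock were not analysed here.

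The authors removed low-quality bases, aligned paired-end reads of 100 bp to GRCm38 with Bowtie2 and deposited an estimated count for each RefSeq transcript in each library, without scaling for library size. The program that estimated the counts, its annotation release and any filter on the list of transcripts are not named in the paper's text. The authors also deposited TPM values, which have the same total in each library after a correction for transcript length. A further 10 columns, 4 of FPKM values and 6 of averages, were not used here. The estimated counts summed to 37232818, 33349466, 35350906 and 34532230 in control libraries 1 and 2 and irradiated libraries 1 and 2. They had already been shared out among the transcripts of a gene, so the count of a transcript carries the error of that step as well as counting error, while the sum over a gene does not depend on how reads were divided within it. Counts of up to 3 were treated as a floor, and a fold against a condition in which both libraries lay at or under it is given as a lower bound against 3 counts.

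Gene symbols and coordinates were taken from the RefSeq annotation of GRCm38.p6 by gene ID, and 17323 of 17374 gene IDs matched. The counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr with a minimum count of 10, TMM factors, glmQLFit and glmQLFTest, no block), with Benjamini-Hochberg adjustment over all features tested. The TMM factors of gene totals were 0.923, 0.975, 0.937 and 1.19. A call needed an adjusted p under 0.05 and a log2 fold change above 2 in size, the limits in the paper's methods. Isoform usage was tested with diffSpliceDGE of edgeR and Simes' method. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 6 lists, which cover p53 targets, senescence, DNA repair and checkpoint, pericentric heterochromatin, granulosa and cumulus cells, and the oocyte. The lists were written from general knowledge, and 2 of them include genes that the paper picked from these libraries, 4 each: Tlk2, Rad54l, Birc6 and Rev1 in the DNA repair and checkpoint list, and Zfp296, Ski, Dnmt3l and Ctcf in the pericentric heterochromatin list. For these 2 lists the adjustment over the list alone is not independent evidence. The correlations, the number of detected transcripts, the principal components and the differences in normalized count are descriptions without a test. Leaving out 1 library leaves 1 library in its condition, so these values carry no p. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

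The genes named in the text are those the paper names or labels in Fig. 5c as changed, Atrx, Gapdh and the Mmp genes, and up to 5 higher and 5 lower features past both limits at each level. For each, the text gives the gene total and the transcript with the smallest adjusted p in the direction the paper states. Where edgeR's filter left out every transcript of that direction, the transcript was taken from the fit without a filter. Other genes were named after their values were seen, and the text says so. The gene totals of genes with a changed transcript were to be taken over the transcripts called by edgeR. Since edgeR called 0 (1306 at an unadjusted p under 0.05), the transcripts called by DESeq2 1.42.0 were used, which had been set as the alternative.

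The tests were checked on simulated data with the means and library sizes of these libraries, in which 200 features were changed by 3 log2 units. The spread was taken from the trend of dispersion over mean count, with no further difference between features. Changed features were picked above a minimum mean count. Reads shifting among the transcripts of a gene were not simulated, so the shares recovered may be higher than in the real libraries. Among 26645 transcripts, edgeR's quasi-likelihood test recovered 54.5% of the changed ones with 0 false calls, and DESeq2 recovered 66.5% with 53 false calls. An upper limit on false calls had at first been set for both tools; DESeq2 exceeded it at the level of transcripts, and the limit was then kept for edgeR alone, because DESeq2 served as an alternative. Among 12569 genes, both recovered 98% with 0 false calls. The test of isoform usage recovered 29 of 200 changed genes with 0 false calls, so that most changes of that size would be missed. Camera gave a p of 1.28e-55 to a list of 40 genes that all rose, by less than 3 log2 units, and 0.540 to an unchanged one. Genes were drawn independently, so this check does not show how camera treats correlated genes or small changes in both directions.

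The tests, the limits, the gene lists, the naming rule and the following alternatives were set before the data were examined: DESeq2 with and without the filter, edgeR's exact test, limma-voom, RLE size factors, library size alone, no filter, at least 10 counts in all 4 libraries, no fold limit or a limit of 1, the replicate number as a block, limma on log2(TPM + 1) and log2(TPM + 0.1), other tests of isoform usage and gene lists, and leaving out each library. A correction for GC content in each library, a lowess curve over the GC content of the longest GENCODE vM21 transcript of each gene, was added after the data were seen. Of the 12569 genes tested, 97.7% had a GC value. Ranges of the adjusted p of single genes and transcripts leave out the block, which is reported with the alternatives below. No outlier test was made, since groups of 2 are too small for it.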

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

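The totals of 3 genes that the paper does not discuss, H4bc24, Ndufa4l2 and Ms4a10, were higher in both irradiated libraries than in both control libraries, and the adjusted p of each was under 0.05 in DESeq2. They were picked after their values were seen. The tests of GC content, of granulosa or cumulus RNA and of other splits of the libraries were chosen after these differences were seen, and the test of histone gene copies before its result was seen.

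H4bc24, on chromosome 13 of GRCm38 from 21833743 to 21837530, had 2 and 0 counts in the control libraries and 102 and 33 in the irradiated libraries, at least 22.8-fold higher. Its fitted log2 fold change of 5.84 ran from 4.60 to 9.09 with each library left out in turn. Its adjusted p was 0.708 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and from 7.98e-06 in the exact test to 0.845 with the correction for GC content across 11 alternatives without a block, 4 of which gave a value under 0.05. Ndufa4l2, on chromosome 10 from 127509274 to 127517154, had 10, 19, 51 and 173 counts, a log2 fold change of 2.74 (standard error 0.575), and its adjusted p across 12 alternatives without a block ran from 0.00347 in DESeq2 to 0.845. The rise of Ndufa4l2 was 1.81 without irradiated library 2. Ms4a10, on chromosome 19 from 10962289 to 10974724, had 49, 62, 135 and 261 counts, a log2 fold change of 1.65 (standard error 0.290), inside the fold limit, with adjusted p values from 0.000971 in the exact test to 0.845 across 12 alternatives without a block.

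GC content bias as the whole cause is argued against, since with the trend of each library over GC content removed the smallest of the 3 log2 fold changes was 1.53, that of Ms4a10. RNA of granulosa or cumulus cells is argued against as well. The 13 listed genes of these cells with a mean under 100 normalized counts in the controls, Inha, Inhba and Gja1 among them, were chosen on the controls alone and were free to rise, and together they changed by 1.09 normalized counts, where H4bc24 alone gained 67.4. Of the 3 splits of the 4 libraries into pairs, 1 gave as many genes called by DESeq2 as the real one, the real one itself: 4 genes, against 0 and 3. With 3 splits the share cannot go low enough to exclude chance, so chance and an effect of irradiation cannot be told apart from the number of calls. A response to irradiation stays open as a hypothesis, for H4bc24 beside the shift of reads described next.

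H4bc24 belongs to a family of near-identical histone genes, and the nearby H2bc23 moved the other way, from 107 and 74 counts to 9 and 34, a log2 fold change of -2.24 (standard error 0.444) that ran from -3.29 to -1.69 with each library left out in turn. Its reads may have been assigned differently among gene copies. The 9 other listed H4 genes together changed by -19.8 normalized counts, while H4bc24 gained 67.4. This is between a loss that would balance the gain and no change, and the summed counts of the other H4 genes ran from 124 to 165 in single libraries. In normalized counts, the other H4 genes summed to 142 and 165 in the controls. They summed to 144 in irradiated library 1, where H4bc24 had 102 counts, and to 124 in irradiated library 2, where it had 33. Sharing of reads with the other H4 genes cannot be told apart from a change in H4bc24, because the 2 irradiated libraries differ in this. The H4 sum leaves out H2bc23, so it does not test reads shared between H4bc24 and H2bc23. The mean of H2bc23 fell from 94.9 to 19.4 normalized counts, while that of H4bc24 rose from 1.02 to 68.4. Irradiated library 1 had 9 counts of H2bc23, and irradiated library 2 had 34. These opposite changes of similar size make a shift of reads from H2bc23 to H4bc24 a candidate explanation. A change in H4bc24 itself is not excluded.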

How the results depend on the processing

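The GC content correction was chosen after the data were seen, and the other alternatives before.

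The number of changed transcripts depended on the test. Against 0 of 26645 transcripts in edgeR's quasi-likelihood test (1306 at an unadjusted p under 0.05), DESeq2 called 233 with the same filter and 248 without a filter, and the exact test 299. The other 11 alternatives called 0, with between 479 and 1920 transcripts at an unadjusted p under 0.05. The cause was not tested. The count of changed genes was 1 in the quasi-likelihood test, with RLE size factors, with no fold limit or a limit of 1 and with the GC content correction. It was 5 in DESeq2 with the same filter, 4 without a filter, 10 in the exact test and 3 with no filter in edgeR. It was 0 in limma-voom (629 at an unadjusted p under 0.05), with library size alone (586), on log2(TPM + 1) (217), on log2(TPM + 0.1) (236) and on log2(TPM + 1) without a filter (581), and 0 with at least 10 counts in all 4 libraries (677), a filter that removes Fermt1 by its 5 and 8 counts in the controls. For the other settings the cause was not tested.

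The test of isoform usage gave 16 genes, and 58 with the F test, 0 with limma's diffSplice (505 at an unadjusted p under 0.05) and 0 over the transcripts with at least 10 counts in all 4 libraries (138), where fewer genes were tested. The median change of gene totals in the direction of the transcripts called by DESeq2 was 0.0370, and stayed between 0.0268 and 0.0716 with each library left out, the largest value without irradiated replicate 1.

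The DNA repair and checkpoint list had an adjusted p of 0.0294 in camera, which rose to 0.456 in fry, 0.575 with an estimated correlation, 0.0534 without a filter, 0.0681 with library size alone and 0.124 with the GC content correction. The p53 list went from 0.512 to 0.0413 in fry, and the oocyte list from 0.124 to 0.0205 with library size alone. The cause was not tested. The senescence, pericentric heterochromatin and granulosa lists stayed above 0.05 under every alternative run.

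Pearson's r fell when ranks were used. Spearman's correlation was 0.813 between the control libraries, 0.802 between the irradiated libraries and on average 0.806 between a control and an irradiated library. Requiring a TPM of at least 1 lowered the number of transcripts detected in all 4 libraries from 23860 to 11846 by its own construction. The difference in normalized count between the means went from 17.4% to 14.7% on TPM and to 18.2% over transcripts.

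The replicate number was also fitted as a block. Libraries with the same number did not deviate together: the correlation of their deviations from the group means was 0.0975 over gene totals and 0.0206 over transcripts, and the paper describes independent experiments without saying that the library numbers mark them. With the replicate block 0 transcripts were called (690 at an unadjusted p under 0.05), 7 genes, and 3 genes with changed isoform usage, and the DNA repair and checkpoint list had an adjusted p of 0.0463. Among the gene totals, the adjusted p with the block was 0.000189 for Fermt1, 0.000752 for H4bc24, 0.00429 for Ndufa4l2 and 0.0130 for Ms4a10, and it was 0.964 for the transcripts of Zfp296, Actr3, Sytl4, Fermt1, Tlk2, Rad54l, Rev1, Dnmt3l, Ctcf and Nap1l4 named in the text (quasi-likelihood test with Benjamini-Hochberg adjustment).

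Among the genes the paper names, the log2 fold change of 5 gene totals changed sign. With library size alone, Slc7a2 turned to 0.0522, Smg1 to 0.00459 and Nap1l4 to 0.00312. On log2(TPM + 1) without a filter, Slc7a2 turned to 0.0814, Smg1 to 0.0369, Tlk2 to 0.0417, Rev1 to 0.0223 and Nap1l4 to 0.0832. The cause was not tested. Of 109 comparisons of a named gene total with an alternative, 99 kept their direction and their side of the threshold, and Fermt1 lost its call in 2, library size alone and log2(TPM + 1) without a filter. In limma-voom, which is not among the 109 comparisons, it lost its call as well (adjusted p = 0.199). Of 94 such comparisons of a named transcript, 80 kept both, and 14 came past the threshold, 1 for each of 14 transcripts, under DESeq2 without a filter. DESeq2 with the filter and the exact test of edgeR are not among the 94 comparisons. Both also gave some of these transcripts, that of Zfp296 among them, an adjusted p under 0.05 (Benjamini-Hochberg). With single libraries left out, the totals of Dnmt3l, Kbtbd8, Pikfyve and Rad54l and a transcript of Birc6 changed sign.

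The simulated data had this depth and the trend of the spread over mean count, with a common dispersion in the real libraries of 0.473 for transcripts and 0.0251 for gene totals. In them a change of 3 log2 units was recovered for 54.5% of transcripts and 98% of genes. These shares may be too high for the real transcripts, since reads shifting among transcripts were not simulated. The Actr3 transcript with 0, 0, 689 and 814 counts had an adjusted p of 0.777 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Depth alone was not varied. For genes such as Mmp3 and Mmp13, with at most 5 counts in a library, a fall or a small rise was not detectable. A larger rise could be called by some tests. Fermt3, with 0, 0, 12 and 24 counts, had an adjusted p of 4.36e-05 in the exact test and 0.708 in the quasi-likelihood test (Benjamini-Hochberg).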

Differences from the paper's values

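The paper reports 120 transcripts with higher and 115 with lower levels after irradiation, and edgeR's quasi-likelihood test gave 0 and 0 (1306 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 with the same filter gave 123 higher and 110 lower, DESeq2 without a filter 132 and 116, and the exact test of edgeR 172 and 127, all within 1.5 times the paper's numbers. Limma-voom, RLE size factors, library size alone, no filter, at least 10 counts in all 4 libraries, the replicate block, the TPM settings and other fold limits gave 0 in both directions and did not close the gap. The paper's methods name both edgeR and DESeq2.

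The folds in the paper's text lie on the log2 scale of DESeq2. For the Zfp296 transcript the paper gives 6.1, and the log2 fold change was 5.88 in edgeR and 5.91 in DESeq2. For Actr3 the paper gives 11.8, and DESeq2 fitted a log2 value of 11.86, while the lower bound against 3 counts was 7.91 on the log2 scale. Where the paper gives more than 20 for Kbtbd8, Ski, Slc7a2, Cgn, Birc6 and Nras, DESeq2 fitted log2 values of 23.52, 23.25, 22.34, -23.23, -23.63 and -24.50 to transcripts with reads in 1 library, and where it gives more than 5 for Rev1 and Dnmt3l, -9.17 and -8.65. None of these differs on that scale.

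Pearson's r on TPM was 0.967 between the irradiated libraries and 0.957 between control library 1 and irradiated library 2, against about 0.97 and about 0.96 in Supplementary Figure 5a, read by eye, and 23860 transcripts were detected in all 4 libraries, against about 24000 in Supplementary Figure 5f, read by eye.

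The paper states that Cgn, Birc6 and Nras fell, and their gene totals were higher in irradiated libraries, with log2 fold changes of 0.48, 0.25 and 0.22. It states that Smg1 and Tlk2 rose, and their totals had log2 fold changes of -0.15 and -0.20. Kbtbd8 and Slc7a2, stated to rise, had totals of -0.27 and -0.11, and Dnmt3l and Pikfyve, stated or labelled as falling, had 0.0469 and 0.0931. For Tlk2, Rad54l, Rev1 and Dnmt3l the paper names real-time PCR assays on separate pools of oocytes, and it reports that the changes held there. Those measurements were not analysed here. Of the 19 genes that the paper names or labels as changed, 18 had a transcript called by DESeq2 in the stated direction, 9 of them with reads in a single library, while edgeR called 0 of their transcripts and 1 gene total, that of Fermt1. The 18 include Nap1l4, which was matched to the paper's Napl4 with this call in view. The exception under DESeq2 was Ctcf, whose transcript had a log2 fold change of -1.84 there, inside the fold limit, with an adjusted p of 0.000290 in DESeq2 with Benjamini-Hochberg adjustment and from 4.12e-05 to 0.920 across the alternatives without a block. DESeq2 with the filter and the exact test of edgeR also gave adjusted p values under 0.05 to the transcripts of Zfp296, Actr3, Sytl4, Tlk2, Rad54l, Rev1, Dnmt3l and Nap1l4. The legend of Supplementary Figure 5b states that samples separate by treatment. Over transcripts, the first component, with 35.5% of the variance, placed control libraries 1 and 2 at -78.9 and -60.9 and irradiated libraries 1 and 2 at -22.5 and 162. The second, with 33.0%, placed them at 9.08, -123, 136 and -22.7 in the same order, so that the conditions overlapped on it. Over gene totals the first component placed them at -19.1, -12.8, -8.63 and 40.6, and the second component placed irradiated library 1 at -24.0 and the others between 3.29 and 11.9. At both levels the controls lay lowest on the first component, where irradiated library 2 lay farther from irradiated library 1 than the latter lay from either control.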

Other observations

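Some of the tests below were chosen only after the result was seen: those of other splits and of a response to irradiation for the number of genes and of DESeq2 transcripts, of read assignment within genes, of Fermt paralogs, of granulosa or cumulus RNA, of a shift in irradiated library 2 for the DNA repair list, of GC content in both irradiated libraries, and of the spread of irradiated library 2 with its GC trend removed. The other tests were chosen before their results were seen.

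DESeq2 called similar numbers of transcripts in splits that set irradiated and control libraries together. Of the 3 splits of the 4 libraries into pairs, 2 gave as many transcripts as the 248 of irradiated against control: that split itself and libraries numbered 1 against libraries numbered 2, with 263. Control library 1 and irradiated library 2 against the other 2 libraries gave 224. A response to irradiation cancels in the latter 2 splits, so irradiation as the source of most calls is argued against by the 224 transcripts that remain, while it could be the source of some calls. Because 3 splits cannot give a share low enough to exclude chance, this count alone does not decide for single transcripts. In edgeR's quasi-likelihood test all 3 splits gave 0 transcripts, with 1306, 1195 and 1068 at an unadjusted p under 0.05.

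A candidate explanation is that reads were assigned differently among the transcripts of a gene from library to library. Of the 248 transcripts, 191 belong to genes whose other transcripts together moved the opposite way, with a median of -0.27 on the log2 scale in the direction of the called transcript, and the gene totals followed by a median of 0.0370. Changes in the total RNA of genes as the source are argued against, since genes with a single listed transcript held 0 of the calls where 37.8 would be their share. Transcripts with at least 100 counts in 1 library and at most 3 in each of the others numbered 22, 29, 27 and 62 in control libraries 1 and 2 and irradiated libraries 1 and 2, and 0 gene totals showed that pattern. A switch of isoforms in response to irradiation stays open for single genes.

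For the Zfp296 transcript the same explanation is open. The other transcript had a log2 fold change of -0.0136, with counts from 2079 to 2438 before normalization. The gene total had a log2 fold change of 0.18 (standard error 0.149). This is too uncertain to tell a shift of reads within the gene from a rise of the gene.

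Isoform usage changed in 16 genes in the real split and in 8 and 13 genes in the others. The real split was 1 of 3 with as many, and 3 splits are too few to exclude chance. The effect of irradiation cancels in both other splits. Their 8 and 13 genes differ too much to say whether irradiation was the source of most of these calls.

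Irradiated library 2 stood apart from the other 3 libraries in gene totals. The SD of its log2 differences from the control mean was 0.501, against 0.309 for irradiated library 1 and 0.312 between the controls. GC content bias may contribute: its differences followed GC content across genes with a Spearman's rho of 0.326, and a curve over GC content took 10.7% of their variance, between the outcomes set in advance for bias as the cause and for no bias. As the whole cause it is argued against, since the SD was 0.473 with this trend removed. Transcript length is argued against by a rho of -0.0961. A few abundant genes are argued against, since the 100 most abundant genes took 46.2% of its counts and 50.4%, 49.0% and 50.5% in the others. RNA of granulosa or cumulus cells is argued against as the whole cause, since a share large enough would bring the abundant transcripts of these cells. The 13 listed genes with a mean under 100 normalized counts in the controls, a choice made on the controls alone, summed to 94.7 normalized counts in this library and to 79.9, 104 and 91.5 in control libraries 1 and 2 and irradiated library 1. Inha, Inhba and Gja1 are among them. A different response to irradiation, or a difference in the oocytes collected, was not tested and stays open.

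Irradiated library 1 also shifted towards genes of high GC content, with a rho of 0.374 across genes, while control library 2 against control library 1 had 0.0138. The paper's text gives no difference in preparation between the conditions. With both irradiated libraries on one side, a GC content bias of preparation or sequencing and an effect of irradiation cannot be told apart, because the design has no library that separates them. Genes are not independent replicates, and rho carries no p here.

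The number of genes with an unadjusted p under 0.05 was 745 between irradiated and control libraries, and 450 and 128 in the other splits. The real split was 1 of 3 with as many, which cannot exclude chance. With the trend over GC content removed the number was 452, and 508 and 155 in the other splits, so that GC content bias is a candidate explanation for the excess over the other splits.

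Fermt1 was higher in both irradiated libraries. GC content bias is argued against, since its log2 fold change was 4.31 with the trend removed. RNA of granulosa or cumulus cells is argued against, since the same 13 listed genes together changed by 1.09 normalized counts, where Fermt1 gained 129.7. Reads shared with its paralogs could not be excluded: Fermt2 had a log2 fold change of -0.21, and its change of -859.8 normalized counts is larger in size than the gain of 129.7 of Fermt1, while Fermt3 went from 0 and 0 counts to 12 and 24. A response to irradiation and reads shared with Fermt2 cannot be told apart, because the counts of Fermt2 vary by more than the gain.

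The DNA repair and checkpoint list was lower in irradiated oocytes in camera, with a p of 0.00490 before adjustment over the lists. GC content bias may explain part of this, since the list has a median GC content of 46.3% against 48.9% over all genes. With the trend over GC content removed, the p was 0.0618 and the median log2 fold change of the list was -0.0938, against -0.12 before. A shift in irradiated library 2 alone and a smaller shift in both irradiated libraries cannot be told apart: the median of the list was -0.0121 in irradiated library 1 and -0.19 in irradiated library 2, and its genes went both ways. The oocyte list had a median log2 fold change of -0.15 and an adjusted p of 0.124, with medians of 0.0630 in irradiated library 1 and -0.46 in irradiated library 2. With the GC trend removed, the pericentric heterochromatin and oocyte lists each had an adjusted p of 0.0622 in camera with Benjamini-Hochberg adjustment. Their median log2 fold changes were then -0.0897 and -0.27.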
